# Transcriptomic Analysis of Grapevine (cv. Summer Black) Leaf, Using the Illumina Platform

**DOI:** 10.1371/journal.pone.0147369

**Published:** 2016-01-29

**Authors:** Tariq Pervaiz, Jia Haifeng, Muhammad Salman Haider, Zhang Cheng, Mengjie Cui, Mengqi Wang, Liwen Cui, Xicheng Wang, Jinggui Fang

## Abstract

Proceeding to illumina sequencing, determining RNA integrity numbers for poly RNA were separated from each of the four developmental stages of cv. Summer Black leaves by using Illumina HiSeq^™^ 2000. The sums of 272,941,656 reads were generated from *vitis vinifera* leaf at four different developmental stages, with more than 27 billion nucleotides of the sequence data. At each growth stage, RNA samples were indexed through unique nucleic acid identifiers and sequenced. KEGG annotation results depicted that the highest number of transcripts in 2,963 (2Avs4A) followed by 1Avs4A (2,920), and 3Avs4A (2,294) out of 15,614 (71%) transcripts were recorded. In comparison, a total of 1,532 transcripts were annotated in GOs, including Cellular component, with the highest number in “Cell part” 251 out of 353 transcripts (71.1%), followed by intracellular organelle 163 out of 353 transcripts (46.2%), while in molecular function and metabolic process 375 out of 525 (71.4%) transcripts, multicellular organism process 40 out of 525 (7.6%) transcripts in biological process were most common in 1Avs2A. While in case of 1Avs3A, cell part 476 out of 662 transcripts (71.9%), and membrane-bounded organelle 263 out of 662 transcripts (39.7%) were recorded in Cellular component. In the grapevine transcriptome, during the initial stages of leaf development 1Avs2A showed single transcript was down-regulated and none of them were up-regulated. While in comparison of 1A to 3A showed one up-regulated (photosystem II reaction center protein C) and one down regulated (conserved gene of unknown function) transcripts, during the hormone regulating pathway namely SAUR-like auxin-responsive protein family having 2 up-regulated and 7 down-regulated transcripts, phytochrome-associated protein showed 1 up-regulated and 9 down-regulated transcripts, whereas genes associated with the Leucine-rich repeat protein kinase family protein showed 7 up-regulated and 1 down-regulated transcript, meanwhile Auxin Resistant 2 has single up-regulated transcript in second developmental stage, although 3 were down-regulated at lateral growth stages (3A and 4A). In the present study, 489 secondary metabolic pathways related genes were identified during leaf growth, which mainly includes alkaloid (40), anthocyanins (21), Diterpenoid (144), Monoterpenoid (90) and Flavonoids (93). Quantitative real-time PCR was applied to validate 10 differentially expressed transcripts patterns from flower, leaf and fruit metabolic pathways at different growth stages.

## Background

*Vitaceae* comprised of 14 genera and about 900 species which are distributed all over the globe particularly in tropical regions of Australia, Asia, Africa and the Pacific Islands with a small number of genera in temperate areas [1]. *Vitis* is one of the economically most important and globally cultivated fruit crop, covering about 8 million hectares of area and producing about 67.5 million tons (http://www.oiv.int/) of grape berries, with highly valued products such as juices, liquors and wines [2].

Leaf is the most important vegetative organ supplying the energy, nutrition and hormones for the fruit growth and development. Thorough knowledge of the ongoing biological networks during the leaf growth is very important. So leaf growth and development in all vascular plants is begun with the growth of meristem tissues. In plants, subsequent cell multiplication and elongation occurs primarily from a basal intercalary meristem producing a gradient of cells along the leaf, with the sequence of interconnected and overlapping phases: initiation, general cell division, transition, cell expansion and meristemoid division phases [3]. Consecutive transverse segments of leaf therefore provide harmonized large number of cells at various developmental stages. Successive transverse sections of a leaf provides synchronized number of cells at different growth stages [4]. The hypotheses of stage specific genes are more important for growth is also support the findings of Fasoil et al., [5], he reported that the organ identity in the grapevine transcriptome is less important than the developmental stage. Few organ-specific genes were shared among the different developmental stages; however up to 16% of the organ-specific genes expressed in the flower were common to the different floral organs.

Photosynthetic differentiation is essential for vascular plants; however it is not clearly understood. Although various pathways related to leaf development have been thoroughly reviewed, to understand the viewpoint of the single cell has not been discovered scientifically [6]. The studies were focused mainly on leaf development and networks of genes signaling, that are linked with the conscription of cells from meristem develops into leaf primordia, the organization of abaxial-adaxial polarity and the expansion of the blade laminal [7]. As a result, an incomplete thoughtful knowledge about signaling coordination that compels photosynthetic progress from proplastid to chloroplast [8]. Leaf development is concerned with the photosynthetic productivity which underlies the global challenges such as climate change, bio-energy and ensure food security; provides thoughtful knowledge and enables us to operate photosynthetic activities [3]. Additional research work predicted the preliminary knowledge about the mechanisms that direct the trafficking of chlorophyll metabolic intermediates in leaves. In plants photosynthetic activities are more complex due to chloroplastic and cellular dimorphism. photosynthesis relies on Kranz-type leaf anatomy in which the veins running the size of the leaf are enclosed by two layers [9]. While much progress has been made in defining growth regulators signaling and biosynthetic pathways, but the regulation by ecological and growth signals remain not well reported. *De novo* auxin biosynthesis plays an indispensable role in plant growth. The growth hormone auxin, which is mainly symbolized by indole-3-acetic acid, is concerned with the regulation of plant development. Even though IAA was the primary plant hormone acknowledged, the biosynthetic pathway at the genetic level has remain unclear [10].

Transcriptome sequencing using NGS technologies have been increasingly carried out in model as well as in non-model plants for gene detection and advancement in markers development [11, 12]. Due to the rapidly developing technology of NGS, the quantity of sequencing data that could be produced in experiment has radically increased in current years, as the total length of the sequencing reads. This has led to a better level of transcriptome exposure, enhanced the specificity and precision as in mapping sequencing reads. Significantly, constant incremental developments in defining the grapevine transcriptome in the form of functional annotation [13, 14] and gene ontology assignment [15], now permits the precise narration of the functional task of mainly about *Vitis vinifera* genes [16]. Particularly analogous RNA deep-sequencing presents modern scientific platform for scrutinizing transcriptional instruction. It makes possible the accurate elucidation of transcripts present surrounded by a specific sample, and could be applicable to work out gene function based on unconditional transcript abundance [17]. In the single acknowledgment, in grape vine Zenoni, Ferrarini [18] produced RNA sequencing information from *Vitis vinifera*, and presented the preliminary indication about the multifarious process of gene expression and regulation throughout grape berry growth.

The present study was designed to find out the transcriptional system that is connected with the development of leaves and production of metabolites during photosynthesis. We have examined the cellular expression by using up-to-date RNA sequencing expertise to conduct a complete analysis of the transcriptional profile of *V*. *vinifera* leaves at four different developmental stages. We studied the reference transcriptomes for RNA-Seq analysis, validate several transcriptional changes recorded with the help of quantitative real-time PCR and validated with the flower fruit and leaf growth stages, metabolic pathways described the biological processes that are supplemented in differentially regulated transcripts. We explored these data with Bioinformatics tools to identify the reprogramming of major metabolic activities along the leaf gradient.

## Material and Methods

### Leaf Sample collection

Cv. Summer Black (hybrid of *V*. *vinifera* and *V*. *labrusca*) trees were grown under the standard cultivation conditions at the Jiangsu Agricultural Research Station Nanjing, China. We selected 5–6 years old plants for sampling during spring to summer growing season, four representative growth stages according to cell multiplication and expansion defined stages (Fig 1), from the start to the rapid expansion phase, young leaves (2 weeks old 1A), medium size leaves (5 weeks old 2A), large leaves (7 weeks old 3A) and mature leaves (10 week old 4A) with the three replication for each growth stage were collected and immediately frozen in liquid nitrogen, and subsequently stored at -80°C for further use.

**Fig 1:**
Four representative samples of grapevine leaf (1A, 2A.3A and 4A).

### RNA extraction, cDNA library construction and Illumina deep sequencing and Analysis of gene expression level

Total RNA samples from selected samples with three replication of each sample were extracted by using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and subsequently used for mRNA purification and library construction with the Ultra^™^ RNA Library Prep Kit for Illumina (NEB, USA) following the manufacturer’s instructions. The samples were sequenced on an Illumina Hiseq^™^2000. Sequencing was completed by the Shanghai Hanyu Biotechnology Company (Shanghai, China). Primary sequencing data that produced by Illumina HiSeqTM 2000, raw reads, is subjected to quality control (QC) that determine if a resequencing step is needed. After QC, raw reads are filtered into clean reads and were aligned to the *vitis vinifera* reference mRNA and genome http://www.genoscope.cns.fr/externe/GenomeBrowser/Vitis/ using SOAP2 http://soap.genomics.org.cn/soapaligner.html, version 2.21 with default settings. QC of alignment is performed to determine if resequencing is needed. After alignment result passed QC, we precede analysis, these findings of gene expression including, differential expression analysis and gene expression levels. Further, we performed Pathway enrichment analysis and Gene Ontology (GO) enrichment analysis. SAM (shoot apical meristem) same tools and BamIndexStats.jar were used to calculate the gene expression levels, and RPKM value from SAM files. Gene expression difference between log and early stationary phase were obtained by MARS (MA-plot-based method with Random Sampling model), a package from DEGseq [52]. We simply defined genes with at least 1-fold change between two samples and FDR (false discovery rate) less than 0.001 as differential expressed genes. Transcripts with |log2FC| < 1 were assumed have no change in expression levels.

### Pathway enrichment analysis of DEGs

Genes usually interact with each other to play important role in certain biological functions. Pathway-based analysis helps us to further understand genes biological functions. KEGG (the main publicly available database related to pathway) is used to perform pathway enrichment analysis of DEGs [22]. This analysis identifies significantly enriched signal transduction pathways or metabolic networks in DEGs, evaluate with the whole genome background. The calculating principle is the same as that in Gene Ontology analysis. Here M is the number of all genes annotated to specific pathways, N is the number of all genes that with KEGG annotation, n is the number of DEGs in N, m is the number of DEGs in M.

$$P=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(Mi\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\begin{array}{c} N\\ n \end{array}}$$

### qRT-PCR Validation

qRT-PCR was performed to verify the expression patterns revealed by the RNA-seq study. We used samples at the developmental stages of flower (Fl), 4 stages of fruit (Fr) and 4 stages of leaf (Le). The purified RNA samples were reverse-transcribed using the PrimeScript RT Reagent Kit with gDNA Eraser (Takara, Dalian, China) following the manufacturer’s protocol. Ten transcripts were selected randomly for the qRT—PCR assay. Gene specific qRT—PCR primers were designed using Primer3 software (http://primer3.ut.ee/), for 10 selected genes with the sequence data in the 3’ UTR “S1 File”. qRT-PCR was carried out using an ABI PRISM 7500 real-time PCR system (Applied Biosystems, USA). Each reaction contains 10μl 2×SYBR Green Master Mix Reagent (Applied Biosystems, USA), 2.0μl cDNA sample, and 400 nM of gene-specific primer in a final volume of 20μl. PCR operating conditions were at 95°C for 2 min, followed by 40 cycles of heating for 10s at 95°C and annealing temperature at 60°C for 40 s. The relative mRNA expression level for apiece gene was computed as ΔΔCT values [53]. A primer pair was also designed for TC81781 (Release, 6.0 Institute for Genomic Research), encoding an actin protein. qRT-PCR analysis were performed with three replicates for each cDNA sample.

## Results and Discussion

### Sequence quality control and Illumina HiSeq RNA sequencing

Primary sequencing data that produced by Illumina HiSeq^™^ 2000, raw reads were subjected to quality control (QC) that determined, if may be re-sequencing step is needed. After QC, raw reads were filtered into clean reads which were further aligned into the reference sequences with SOAPaligner/SOAP2 [19]. The alignment data was utilized to compute reads distribution on grape reference genome and performed coverage analysis. Alignment result passed QC, and then proceeds with further analysis, which includes gene expression, gene structure refinement, alternative splicing, novel transcript prediction and annotation and SNP detection. Results of gene expression include differential expression analysis and gene expression levels. 

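Leaves of grapevine cv. Summer Black were sequenced at 4 developmental stages, namely young leaves of 2 weeks (1A), medium size leaves of 5 weeks (2A), large leaves of 7 weeks (3A) and mature leaves of 10 weeks (4A). The paper states 3 replications for each stage, while the files analysed here hold 1 sample per stage, so no difference between stages has a replicate check. For each stage the authors deposited the number of reads counted on each transcript, without normalization, after quality filtering and alignment with SOAP2 to the grapevine reference. A transcript that is not listed in a stage was given a count of 0 there. The total count was 49891005 in 1A, 45772884 in 2A, 46753904 in 3A and 53699165 in 4A. In all, 22804 transcripts had a count in at least 1 stage and 20002 had a count in all 4 stages. The files give the coding sequence of each transcript, with a median length of 972 nucleotides, and no chromosome position. Expression levels were computed as RPKM, from the count, the length of the coding sequence and the total count of the stage. For each of the 6 pairs of stages, the log2 fold change (log2FC) of the later over the earlier stage was computed from the counts with 0.5 added, after division by the total count. The difference was tested with MARS, the random sampling model that the paper used, with the Benjamini-Hochberg FDR taken over transcripts with at least 1 count in either stage. Following the paper, transcripts with an FDR under 0.001 and an absolute log2FC of at least 1 were counted as differentially expressed. MARS takes the sampling of reads as the only error and holds no term for the spread between leaves. When counts were simulated without such spread, MARS recovered 99.5% of 200 changed transcripts and called 0 of 22133 unchanged ones. The changed transcripts were drawn from those with high expected counts and were changed by more than the log2FC limit of 1. Their recovery therefore says nothing about low counts or changes near the limit. With an assumed biological coefficient of variation (BCV) of 0.2 between samples MARS called 346 of 22142 unchanged transcripts, and with a BCV of 0.4 it called 4216 of 22114. The SD given with a log2FC is therefore the sampling SD of MARS alone. The 4216 calls at a BCV of 0.4 outnumber the differentially expressed transcripts of 4 of the 6 comparisons. In every comparison edgeR's exact test, which takes an assumed BCV, left more transcripts with a BCV of 0.2 than with 0.4.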

In addition, we performed Gene Ontology (GO) enrichment analysis and Pathway enrichment analysis. The detailed stratagem is schematically presented in Fig 2. The *de novo* assembly quality dependents on the choice of an assembler pursued by parameters coverage, N50 Value, and Hash length. The quality of the transcriptome assembly might be determined by the assembly software that is employed to assemble the short read data [20]. Finally, sums of 272941656 reads were generated from all biological replicates. Proceeding to illumina sequencing, determining RNA integrity numbers for poly RNA were separated from each of the four developmental stages of leaves using Illumina HiSeq^™^ 2000. RNA sample from each stages was sequenced on a single lane of an Illumina HiSeq 2000 and indexed with unique nucleic acid identifiers. Total 272,941,656 reads were produced, with the total sequence data of more than 27 billion nucleotides. This match up to favorably among the 2.2 billion nucleotides data comprising of 59 million 36–44 bp reads generated during the earlier studies on grapes transcriptome sequencing investigation project [18]. Furthermore longer and higher sequence coverage read length enables much greater precision with the mapping to reference transcriptomes or genomes. 

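In the count tables, 49891005 reads of 1A, 45772884 of 2A, 46753904 of 3A and 53699165 of 4A were assigned to transcripts. These totals were 71.63%, 71.69%, 72.94% and 71.27% of the clean reads that the paper lists for the same stages in Table 1, and all expression values use the totals of the count tables. A count was recorded for 21501 transcripts in 1A, 21666 in 2A, 21146 in 3A and 21270 in 4A. At least 100 reads were counted on 15642, 15656, 15289 and 15120 transcripts, respectively. The smallest level that the depth can show, taken as 3 counts, was 0.0601 CPM (counts scaled by the total count) in 1A, 0.0655 in 2A, 0.0642 in 3A and 0.0559 in 4A. The 10 most abundant transcripts took 9.05% of the counts in 1A (95% Wilson interval 9.042 to 9.058), 7.778% in 2A (7.77 to 7.786), 8.388% in 3A (8.38 to 8.396) and 10.745% in 4A (10.737 to 10.753). When the 50 most abundant transcripts were taken instead, the share in 4A was 20.641%. The most abundant transcript in every stage was GSVIVT01008288001, with 3.407% of the counts in 1A and 3.911% in 4A (no replicates).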

De-multiplexing with the unique identifiers revealed the data consist of 69,651,180 reads from leaf sample 1A, 2A (63844540), 3A (64101070) and 4A (75344866), respectively (Table 1). These findings suggests that the data is almost 10-fold higher than reported by [21] in Chinese bayberry during fruit development through Illusmina-based transcriptome analysis (5.3 million 90 bp reads).

**Fig 2:**
Overall strategy of leaf Illumina Transcriptome Sequencing, data analysis and Bioinformatics analysis pipeline.

**Table 1:** Number of reads sequenced and mapped to the grapevine genome.

	1Ayoung leaves(2 weeks)	2Amedium size leaves (5weeks)	3Alarge leaves(7 weeks)	4Amature leaves (10 week)	Sum
**Clean Reads**	69651180	63844540	64101070	75344866	272941656
**Total mapped**(percent of clean reads)	5445963478.19%	4935637177.31%	5010660378.17%	5851461177.66%	212437219
**Unique match**(percent of clean reads)	5420473877.82%	4910860876.92%	4985461277.78%	5822933177.28%	211397289
**Mutliple match**(percent of clean reads)	254896 0.37%	247763 0.39%	251991 0.39%	285280 0.38%	1039930
**Total unmapped**(percent of clean reads)	15191546 21.81%	14488169 22.69%	1399446721.83%	1683025522.34%	60504437

### Global transcriptome analysis, functional classification, and metabolic pathway analysis by KEGG of all detected transcripts

To monitor the leaf growth and development, the growth stages of leaf such as young leaves (2 weeks old), medium size leaves (5 weeks old) large leaves (7 weeks old), and mature leaves (10 week old)) were carefully selected and harvested. The RNA of grapevine leaf was used for deep sequencing through Illumina HiSeq 2000 platform. After selecting the raw reads from all four developmental stages of leaf, 1A, 2A, 3A and 4A revealed 69.6, 63.8, 64.1 and 75.3 million clean reads, respectively, corresponding to 21.22 Gb clean data were received. The sequence reads were aligned to the grapevine reference genome using SOA Paligner/soap2 software (http://soap.genomics.org.cn/), allowing at least two base mismatches. From the total reads, Total mapped Unique matches Mutliple matches and Total unmapped sequences showed, 77.66%, 77.28%, 0.38% and 22.34% genomic locations, respectively (Table 1).

Genes usually interact with each other to play roles in certain biological functions. Pathway-based analyses help us to further understand genes biological functions. Kyoto Encyclopedia of Genes and Genomes (KEGG) [22] is used to perform pathway enrichment analysis of DEGs (the major common pathway-related catalog). This investigation classifies signal transduction pathways or significantly enriched metabolic networks in DEGs matched with the entire genome. The Pathway database KEGG, records the networks of molecular interactions in the cells and variants of them specific to particular organisms. Detecting the most significant pathways, the enrichment analysis of DEG pathway significance, allow us to see detailed pathway information in KEGG database. Pathway-based analyses facilitate to understand the biological functions and interactions of genes [20]. To further investigate the transcripts of *vitis vinifera*, KEGG pathway database was used to analyze transcripts. 

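The number of differentially expressed transcripts (FDR under 0.001 from MARS and absolute log2FC of at least 1) was 1209 in 1Avs2A, 2310 in 1Avs3A and 3531 in 3Avs4A (no replicates). The files carry no KEGG annotation, so membership of a pathway was not computed. The paper's KEGG totals for these comparisons, 770, 1385 and 2294, are equal in size to 63.7%, 60.0% and 65.0% of the differentially expressed transcripts. Without the FDR limit, 3421, 4556 and 6109 transcripts passed the fold-change limit, and the same totals equal 22.5%, 30.4% and 37.6% of these. The lowest numbers came from edgeR's exact test with a BCV of 0.4. It left 0 up-regulated and 0 down-regulated transcripts in 1Avs2A, 3 and 31 in 1Avs3A, and 108 and 106 in 3Avs4A. With a BCV of 0.2 the numbers were 108 and 66, 126 and 525, and 481 and 1018.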

KEGG annotation results were retrieved from KEGG database based on sequence similarity, 1Avs2A 770, 1Avs3A 1385, and 3Avs4A 2294 out of 15614 (71%) transcripts were recorded in KEGG pathways. Differentially expressed genes in leaf during four stages were found in this study (S3 File), which appeared to be mainly involved in “Biosynthesis of secondary metabolites” (539 transcripts), “Metabolic pathways” (771 transcripts), “Starch and sucrose metabolism” (82 transcripts) and “Plant hormone signal transduction” (248 transcripts) were involved.

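Differential expression was counted in all 6 comparisons before any annotation. Past the FDR and fold-change limits were 1209 transcripts in 1Avs2A, 2310 in 1Avs3A, 4784 in 1Avs4A, 1327 in 2Avs3A, 4721 in 2Avs4A and 3531 in 3Avs4A, each from 1 sample per stage. The files hold no GO terms. The paper's totals with a Molecular function term in Table 2 are 654, 1183, 2350, 697, 2381 and 1772, which equal 54.1%, 51.2%, 49.1%, 52.5%, 50.4% and 50.2% of these numbers. Without the FDR limit the share ranged from 19.1% in 1Avs2A to 32.6% in 2Avs4A. A spread between samples set to a BCV of 0.4 reduced the numbers to 132 up-regulated and 275 down-regulated transcripts in 1Avs4A, and the FDR limit alone raised them to 5506 and 7646.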

In order to determine the differentially expressed genes in Molecular function, Cellular component and Biological process among the developmental stages of leaf, gene ontology (GO) based enrichment tests were performed (Fig 3). In the comparison of GOs within and among leaf samples at specific developmental stages, the following transcripts were recorded. In the comparison of 1Avs2A, a total of 1532 transcripts were annotated in GO, including Cellular component, “Cell part” 251 out of 353 transcripts (71.1%), intracellular organelle 163 out of 353 transcripts (46.2%) and transferase activity 147 out of 654 transcripts (22.5%) in molecular function, and metabolic process 375 out of 525 (71.4%) transcripts, multicellular organism process 40 out of 525 (7.6%) transcripts in Biological process were most common. 

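In 1Avs2A, 716 transcripts were up-regulated and 493 down-regulated in the counts (no replicates), and the term frequencies in the paper's S2 File were tested against its genome frequencies with the exact hypergeometric upper tail. The Benjamini-Hochberg adjusted p (BH) was taken over all 3619 terms listed for 5 comparisons. The paper lists Cell part for 251 of 353 transcripts, or 71.1%, against 82.6% of the genome (exact p = 1.0, exact lower tail p = 3.3e-08, BH 7.96e-07). Intracellular organelle had 46.2% of the transcripts and 61.4% of the genome (exact p = 1.0, exact lower tail p = 2.84e-09, BH 8.29e-08), so both terms were less frequent than in the genome. Transferase activity was listed for 22.5% of transcripts and 23.6% of the genome (exact p = 0.778). Metabolic process had 71.4% against 71.8% (exact p = 0.606), and multicellular organismal process 7.6% against 7.8% (exact p = 0.576). A higher share than in the genome was found for iron ion binding, with 61 of 654 transcripts, or 9.3%, against 3.0% (exact p = 1.61e-15, BH 9.77e-13, the paper's corrected p is 2.87e-13), while the upper-tail BH of each of the 5 terms above was 1.0. In 1Avs2A, 0 up-regulated and 0 down-regulated transcripts were left by edgeR's exact test with an assumed BCV of 0.4, and 5847 and 3099 passed the FDR limit alone.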

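The counts gave 609 up-regulated and 1701 down-regulated transcripts in 1Avs3A, with no replicates. For the Cellular component terms of this comparison in the paper's S2 File, Cell part is listed for 71.9% of 662 transcripts and 82.6% of 9574 genes of the genome, and the exact hypergeometric upper tail gave p = 1.0 and the exact lower tail p = 7.41e-13 (BH 4.09e-11). Membrane-bounded organelle had 39.7% of the transcripts and 56.5% of the genome (exact upper tail p = 1.0, exact lower tail p = 2.21e-19, BH 4.7e-17). External encapsulating structure was the reverse, with 10.3% against 3.4% (exact upper tail p = 5.79e-17, BH 1.54e-13). An assumed BCV of 0.4 left 3 up-regulated and 31 down-regulated transcripts in 1Avs3A.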

While in case of 1Avs3A, cell part 476 out of 662 transcripts (71.9%), and membrane-bounded organelle 263 out of 662 transcripts (39.7%) were recorded in Cellular component. Catalytic activity 914 out of 1183 transcripts (77.3%), transferase activity 304 out of 1183 transcripts (25.7%) in molecular function, while single-organism process 240 out of 953 transcripts (25.2%), localization 151 out of 953 transcripts (15.8%) in biological processes were predicted. 

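For the same 2310 differentially expressed transcripts of 1Avs3A, the Molecular function and Biological process terms of the S2 File were tested in the same way. Catalytic activity is listed by the paper for 914 of 1183 transcripts, 77.3% against 68.1% of the genome (exact hypergeometric p = 1.96e-13, BH over 3619 terms 7.09e-11, the paper's corrected p is 4.32e-11). Transferase activity had 25.7% against 23.6% (exact p = 0.0445, BH 0.341, with a corrected p of 1 in the paper). Single-organism process had 25.2% against 27.7% (exact p = 0.971, BH 1.0), and localization 15.8% against 15.9% (exact p = 0.528, BH 1.0). In the counts of 1Avs3A (no replicates), the numbers ran from 3 up-regulated and 31 down-regulated transcripts with edgeR's exact test at a BCV of 0.4 to 5526 and 4640 with the FDR limit alone.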

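Between 1A and 4A, 1287 transcripts were up-regulated and 3497 down-regulated (no replicates). At these limits the total of 4784 was the largest of all 6 comparisons, against 4721 in 2Avs4A. Without the FDR limit 2Avs4A had more, 7297 against 7268. In the paper's S2 File, membrane is listed for 453 of 1439 transcripts, 31.5% against 28.7% of the genome, and the exact hypergeometric upper tail was p = 0.00732 before correction (BH over 3619 terms 0.107, the paper's corrected p is 0.8199). Catalytic activity had 73.9% of 2350 transcripts against 68.1% (exact p = 6.74e-12, BH 2.03e-09). Single-organism process had 25.9% of 1851 transcripts against 27.7% (exact p = 0.977, BH 1.0). The S2 File lists response to stress for 209 of 1851 transcripts, 11.3% against 9.5% (exact p = 0.00213, BH 0.0451, corrected p of 1 in the paper). Under an assumed BCV of 0.4, the differentially expressed transcripts fell to 132 up-regulated and 275 down-regulated.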

The comparison of 1A with 4A, membrane with the highest transcript number having 453 out of 1439 transcripts (31.5%,) in Cellular component, while in Molecular function catalytic activity 1737 out of 2350 transcripts (73.9%) and single-organism process 479 out of 1851 transcripts (25.9%) in Biological process were annotated (Fig 3), response to stress 195 out of 1931 transcripts (10.1%) in Biological process (Table 2). Although 3Avs4A intracellular 603 out of 1029 transcripts (58.6%), organelle 538 out of 1029 transcripts (52.3%) in Cellular component, catalytic activity 1324 out of 1772 transcripts (74.7%) in Molecular function and cellular process 718 out of 1406 transcripts (51.1%), organic substance metabolic process 570 out of 1406 transcripts (40.5%) biological process were involved (**S 2**). 

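In 3Avs4A the counts gave 3531 differentially expressed transcripts, of which 1181 were up-regulated and 2350, or 66.6%, were down-regulated (no replicates). The paper's totals of 1029 transcripts in Cellular component, 1772 in Molecular function and 1406 in Biological process belong to this comparison, and the Molecular function total equals 50.2% of the 3531 transcripts. Term frequencies of this comparison were not in the files analysed here, so no term was tested. Most of the changes, all but 108 up-regulated and 106 down-regulated transcripts, no longer passed when a BCV of 0.4 was assumed.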

We validated the observed transcripts by using qRT-PCR of differential expressed genes at specific growth phases of flower, fruit and leaf (Fig 4), results showed that the expression pattern between the all four growth phases were consistent across all biological samples, and extremely stage specific expression differences observed among all developmental phases for molecular function, cellular component and biological process were consistent in across three biological replicates as also mentioned by Sweetman, Wong (16].

**Fig 3:**
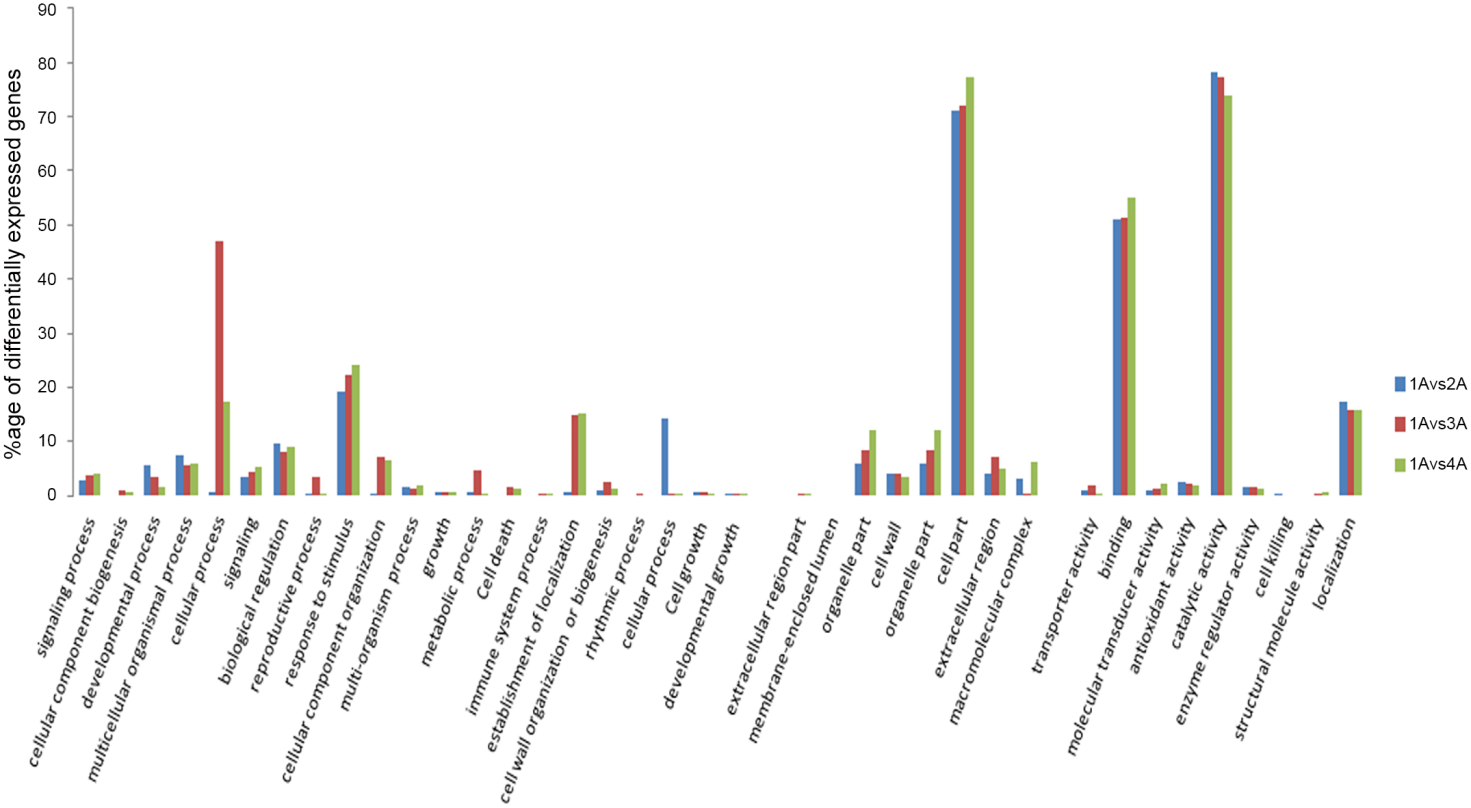
Differentially expressed genes in Molecular function, Cellular component and Biological process.

**Fig 4:**
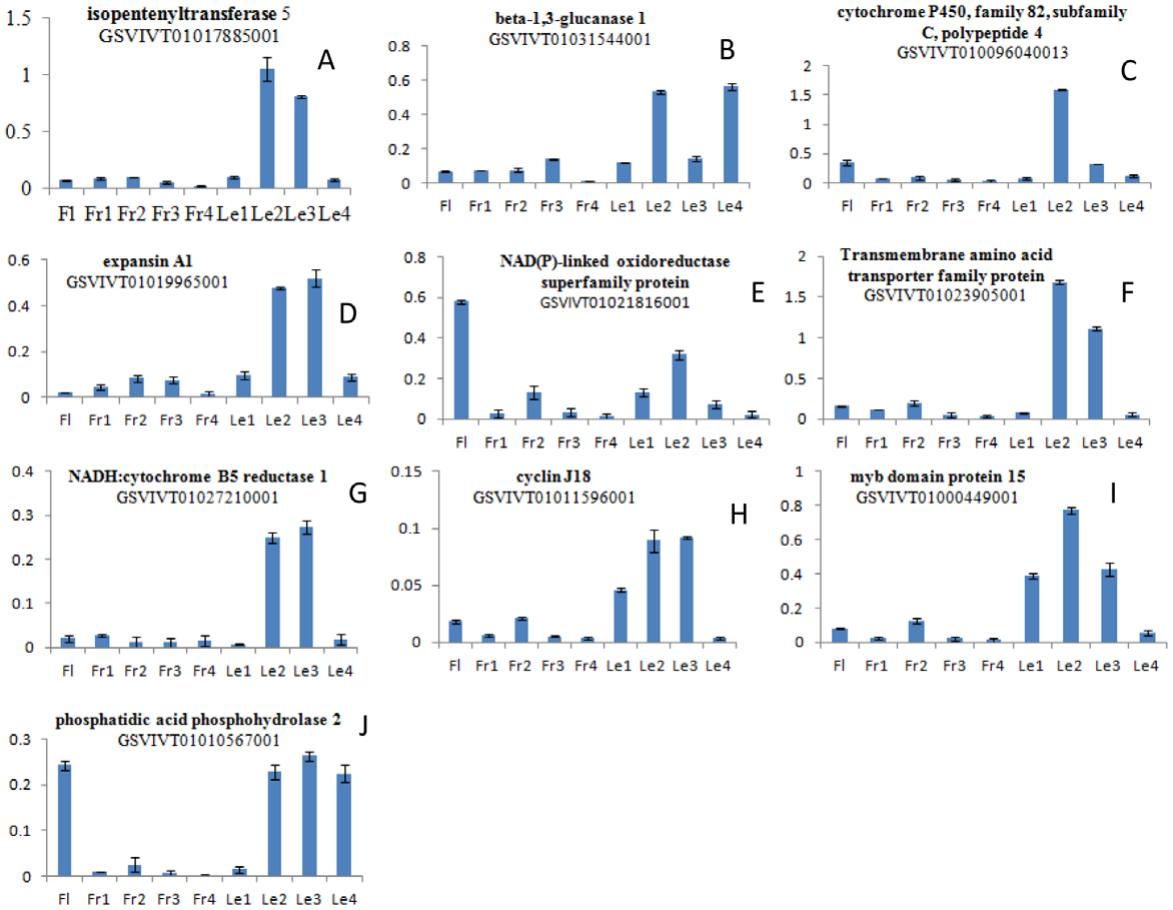
Quantitative RT-PCR validation of differential expressed transcripts observed for 10 selected genes, measured by RNA-Seq and qRT-PCR. (Fl; Flower, Fr; Fruit, Le; Leaf).

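The RNA-Seq counts of the 10 transcripts were taken from the 4 leaf stages, with 1 sample per stage. Of these transcripts, 4 were highest in 1A and 6 in 2A or 3A, and 7 were lowest in 4A. Isopentenyltransferase 5 (GSVIVT01017885001) rose from 4.069 RPKM in 1A to 34.801 in 2A and 39.407 in 3A, and was 28.291 in 4A. Its log2FC against 1A was 3.093 (sampling SD 0.086) in 2A and 2.794 (SD 0.087) in 4A. The beta-1,3-glucanase (GSVIVT01031544001) had 6.128 RPKM in 1A, 36.309 in 3A and 0.925 in 4A, and its log2FC was 2.565 (SD 0.08) in 1Avs3A and -2.715 (SD 0.192) in 1Avs4A. CYP82C4 (GSVIVT01009604001) and expansin A1 (GSVIVT01019965001) were both high in the middle stages, at 176.214 and 351.236 RPKM in 3A, against 29.901 and 89.451 in 4A. Myb domain protein 15 (GSVIVT01000449001) decreased at every stage, from 794 counts in 1A to 99 in 4A (log2FC -3.103, SD 0.122). The amino acid transporter (GSVIVT01023905001) fell from 227 counts to 68, and NADH:cytochrome B5 reductase 1 (GSVIVT01027210001) from 154 to 52. Cyclin J18 (GSVIVT01011596001) had 67 counts in 1A, 25 in 2A, 42 in 3A and 58 in 4A. Its decrease in 1Avs2A passed both limits (log2FC -1.28, SD 0.317), while that in 1Avs4A did not (FDR 0.271). Only 7 to 9 counts per stage were found for phosphatidic acid phosphohydrolase 2 (GSVIVT01010567001) and 1 to 11 for the NAD(P)-linked oxidoreductase (GSVIVT01021816001), and no change of either was detectable at this depth. Across the 3 comparisons with 1A, 19 of 30 log2FC values passed the FDR and fold-change limits. With an assumed BCV of 0.2 in edgeR's exact test most of these 19 still passed, and a BCV of 0.4 left 0 of them. The decreases of the beta-1,3-glucanase in 2Avs4A (log2FC -5.033) and 3Avs4A (log2FC -5.279) are not among the 19, and both passed that test.

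**Figure D1:**
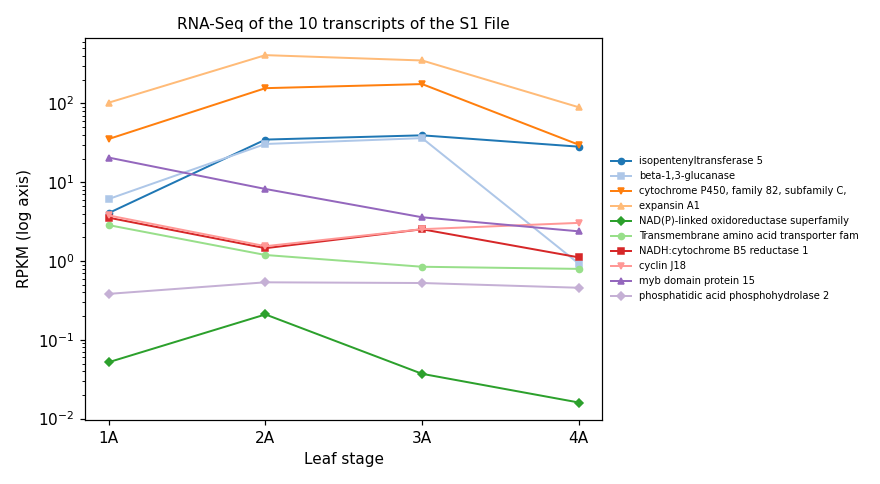
RPKM (log axis) of the 10 transcripts of the S1 File in the leaf stages 1A, 2A, 3A and 4A, with 1 sample per point and no replicate error. Isopentenyltransferase 5 climbs from 4.069 to 34.801 RPKM between 1A and 2A, and the beta-1,3-glucanase drops from 36.309 in 3A to 0.925 in 4A.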

**Table 2:** Gene ontology (GO) Molecular function, Cellular component and Biological process among the leaf developmental stages.

	1Avs2A	1Avs3A	1Avs4A	2Avs3A	2Avs4A	3Avs4A	Total
**Cellular component**	353	662	1439	415	1477	1029	5375
**Molecular function**	654	1183	2350	697	2381	1772	9037
**Biological process**	525	953	1851	582	1931	1406	7248
	1532	2789	5640	1694	5789	4207	21660

### Identification of expressed genes responding to leaf developmental stages

One of the major goals of transcriptome sequencing is to compare gene expression levels between leaf samples and within developmental stages. In 1Avs2A total, 22,153 transcripts expressed in the grapevine leaf transcriptome, including 18727 transcripts showed no significant expressional changes (|log2 fold-change (log2FC)|<1) during the first developmental stage, 2032 showed significantly up-regulated and 1394 were down-regulated. 

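In the counts, 22153 transcripts had at least 1 read in 1A or 2A, and 18904 of them had an absolute log2FC under 1. With the FDR limit of 0.001 as well, 716 were up-regulated and 493 down-regulated, which is 5.46% of the expressed transcripts (no replicates). Another 2040 transcripts passed the fold-change limit and not the FDR limit. Setting aside the FDR limit, with zero counts set to 0.001, gave 2031 up-regulated and 1390 down-regulated transcripts, of which 1583, or 46.3%, had fewer than 10 counts in both stages. EdgeR's exact test with an assumed BCV of 0.4 left 0 of either, and the FDR limit alone gave 5847 and 3099. The correlation of log2(RPKM + 0.1) between 1A and 2A was 0.9803 across transcripts, which are not independent replicates.

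**Figure D2:**
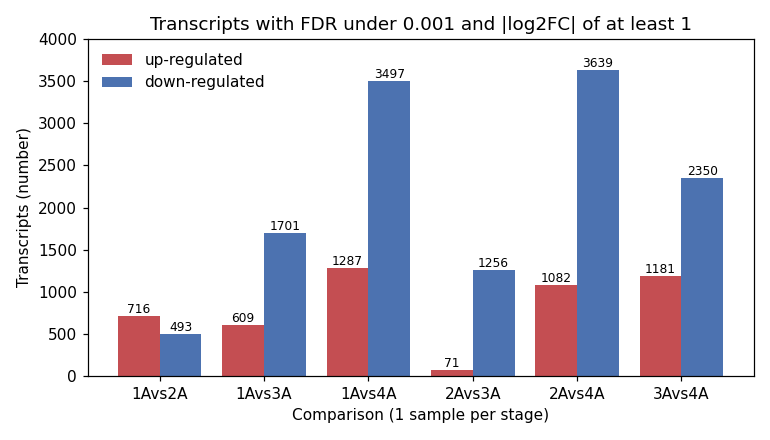
Number of up-regulated and down-regulated transcripts in each of the 6 comparisons, at an FDR under 0.001 and an absolute log2FC of at least 1, with 1 sample per stage. Bars start at 0, and the numbers run from 71 up-regulated transcripts in 2Avs3A to 3639 down-regulated ones in 2Avs4A.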

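At least 1 read was counted on 21972 transcripts in 1A or 3A, and 17564 of these stayed under an absolute log2FC of 1. Up-regulation past both limits was found for 609 transcripts and down-regulation for 1701, so that 73.6% of the 2310 changed transcripts were lower in 3A (no replicates). Removing the FDR limit raised the numbers to 1564 and 2992. A BCV of 0.4, assumed in place of the spread that 1 sample per stage cannot show, lowered them to 3 and 31, and the FDR limit alone raised them to 5526 and 4640.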

While 1Avs3A total 21973 transcripts expressed in the grapevine leaf, including 17414 transcripts showed no significant expressional changes (|log2 fold-change (log2FC)|<1), with 1566 showed significantly up-regulated and 2993 were down-regulated. 

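For 1A and 4A, 22289 transcripts had a read in either stage and 15159 had an absolute log2FC under 1. The up-regulated transcripts numbered 1287 and the down-regulated ones 3497, together 21.46% of those expressed (no replicates). The correlation between the stages across transcripts was 0.9251, the lowest of the 6 pairs. The settings tried gave as few as 132 and 275, with an assumed BCV of 0.4, and as many as 5506 and 7646, with the FDR limit alone. Without the FDR limit the numbers were 2304 and 4964.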

Whereas 1Avs4A, a total of 22290 transcripts expressed, including 15048 transcripts showed no significant expressional changes (|log2 fold-change (log2FC)|<1), with 2305 showed significantly up-regulated and 4963 were down-regulated. Although in case of second developmental stage 2Avs3A, total 22078 transcripts were expressed in the grapevine leaf transcriptome, including 1130 transcripts showed no significant expressional changes (|log2 fold-change (log2FC)| < 1), 755 showed significantly up-regulated and 2815 transcripts were down-regulated. 

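The counts of 2A and 3A held 22077 expressed transcripts, of which 18672 had an absolute log2FC under 1. Past both limits, 71 transcripts were up-regulated and 1256 down-regulated, and 94.6% of the changes were decreases (no replicates). Among transcripts that passed the fold-change limit without the FDR limit (753 up and 2813 down), 46.4% had fewer than 10 counts in both stages. An assumed BCV of 0.4 left 0 up-regulated and 50 down-regulated transcripts, while the FDR limit without a limit on log2FC gave 2683 and 4183.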

During the final stages of leaf development 3Avs4A, total 22069 transcripts were expressed in the grapevine leaf, including 14954 transcripts showed no significant expressional changes (|log2 fold-change (log2FC)| < 1), 2384 showed significantly up-regulated and 2737 were down-regulated.

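In 3A or 4A, 22068 transcripts had a read, and the absolute log2FC of 16081 was under 1. There were 1181 up-regulated and 2350 down-regulated transcripts past the FDR and fold-change limits, or 16.0% of the expressed transcripts (no replicates). When the FDR limit was left out, 2382 were up-regulated and 3727 down-regulated. They fell to 108 and 106 with a BCV of 0.4 in edgeR's exact test, and rose to 3978 and 7606 with the FDR limit alone.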

### Leaf growth and development alter photosynthesis and chlorophyll metabolic pathway in grapevine

Chlorophyll plays significant role and acts as bio-molecule in photosynthesis, which allows plants leaves to absorb energy from sun light to convert solar energy into chemical energy. Leaf growth has significant effect on chlorophyll (chl) contents and photosynthetic functions in leaves. In this study, we observed leaf development and the levels of different genes expression in comparison with the leaf initiation to maturity stages, which have showed marked changes in photosynthetic and chlorophyll content at particular developmental stages, it also exhibits the specific roll of genes and their nature of expression.

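The 19 transcripts of Table 3 were followed through the 4 stages, each with 1 sample. In the 42 pairs of transcript and comparison that Table 3 lists, all 42 changes passed the FDR and fold-change limits of MARS, with 16 increases and 26 decreases. The paper lists them as differentially expressed in these same stages, so their passing was set by the listing. The largest increase was that of ferritin 4 (GSVIVT01030293001), from 10 counts in 1A to 134 in 2A, 177 in 3A and 140 in 4A, a log2FC of 4.173 (sampling SD 0.31) in 1Avs3A. A second ferritin 4 transcript (GSVIVT01030291001) rose from 16 counts in 1A to 171 in 4A (log2FC 3.272, SD 0.28). The largest decrease was that of the myb-like HTH transcriptional regulator (GSVIVT01001374001), from 75 counts in 1A to 7 in 4A (log2FC -3.438, SD 0.418). WRKY DNA-binding protein 40 (GSVIVT01001205001) had 31.069 RPKM in 1A and between 10.497 and 13.511 in the later stages. By stage, 8 of the 19 transcripts were highest in 1A, 1 in 2A, 6 in 3A and 4 in 4A. In edgeR's exact test 15 of the 42 changes passed with an assumed BCV of 0.2, and 0 of 42 with 0.4. The paper reports that photosynthesis and chlorophyll content changed markedly at particular stages of development.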

The chlorophyll synthetic pathway generally comprised on (I) chlorophyll A synthesis from glutamate, (II) inter-conversion of chlorophyll A and chlorophyll B (chlorophyll cycle), and (III) the chlorophyll degradation pathway. In grapevine transcriptome, during the initial stages of leaf development in comparison with 1Avs2A only single transcript (photosystem I reaction center subunit PSI-N, chloroplast, putative / PSI-N, putative (PSAN)) showed down-regulated and none of them were upregulation was observed during this stage (Table 3). 

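The PSI-N transcript (PSAN, GSVIVT01026478001) had 24385 counts in 1A and 11161 in 2A, or 1272.827 and 634.985 RPKM. Its log2FC was -1.003 with a sampling SD of 0.016 (no replicates), which lies at the fold-change limit of 1. In edgeR's exact test the adjusted p was 0.295 with an assumed BCV of 0.2 and 1.0 with a BCV of 0.4. Of the 19 transcripts in Table 4, 6 increased and 13 decreased from 1A to 2A, and the median log2FC was -0.483. The paper reports PSAN as the only photosynthesis transcript changed between these stages.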

While the comparison of 1A to 3A showed the one up-regulated (GSVIVT01006662001, photosystem II reaction center protein C) and one down regulated (GSVIVT01022171001, Conserved gene of unknown function) transcripts, although in comparison between 1A and 4A showed 5 transcripts including 4 up-regulated and single transcript was down-regulated (photosynthetic electron transfer C PetC). 

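From 1A to 3A, PsbC (GSVIVT01006662001) rose from 31 to 76 counts, a log2FC of 1.374 (sampling SD 0.291, FDR 6.39e-06 from MARS). GSVIVT01022171001 fell from 658 to 248 counts (log2FC -1.312, SD 0.101). From 1A to 4A, the log2FC was 1.432 (SD 0.278) for PsbC, 1.012 (SD 0.054) for PsbP (GSVIVT01031113001), 1.555 (SD 0.356) for the CemA-like PetA (GSVIVT01029875001) and 1.028 (SD 0.027) for root FNR 2 (GSVIVT01021650001). PetC (GSVIVT01015713001) was the one that decreased, from 28316 counts to 9114 (log2FC -1.742, SD 0.016). None of these has a replicate, and an assumed BCV of 0.4 gave adjusted p values from edgeR's exact test between 0.334 for PetC in 1Avs4A and 1.0 for PsbC in 1Avs3A. The paper reads these changes as 1 up- and 1 down-regulated transcript in 3A, and a mainly increased set in 4A.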

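Between 2A and 3A, with 1 sample each, the log2FC was 1.132 for PsbD (GSVIVT01029661001, 10 and 23 counts, sampling SD 0.515, FDR 0.0585), 0.555 for PsbO (GSVIVT01009624001, SD 0.013), 0.488 for PsbP (GSVIVT01031268001, SD 0.074) and 0.292 for PsaD (GSVIVT01001159001, SD 0.02). PetB (GSVIVT01012423001) had 44 and 34 counts (log2FC -0.398, SD 0.326), PetC (GSVIVT01015713001) a log2FC of 0.171 (SD 0.014) and PetF (GSVIVT01000982001) a log2FC of -0.83 (SD 0.086). Table 4 lists the same transcripts under 2A and 4A. Between those stages the log2FC was 1.916 for PsbD, 1.328 for PsbO, 1.207 for PsbP, 1.573 for PsaD, -1.259 for PetC and -1.118 for PetF. PetB had 0 counts in 4A, below the 3 counts that the depth can show, and its log2FC was -6.706 (SD 0.938). Table 4 gives this identifier no trait, and the paper's text calls it an E2F-related protein. The assumed BCV of 0.4 gave adjusted p values in edgeR's exact test for 2Avs4A of 0.451 for PsaD, 0.389 for PsbD and 0.0011 for PetB. The paper counts the increased transcripts as a larger up-regulated set than in the earlier comparisons.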

However comparing the stage 2A with 3A showed significantly increased number of transcripts, 10 showed significantly up-regulation(photosystem II reaction center protein D PsbD, photosystem II subunit O-2 PsbO, Photosystem II reaction center PsbP family protein, Photosystem II reaction center PsbP family protein, photosystem II reaction center protein D, photosystem I subunit D-2, and three were down-regulated (E2F-related protein PetB, photosynthetic electron transfer C PetC, GSVIVT01000982001, PetF). 

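Transcripts of PsbB (GSVIVT01006503001) increased from 77 counts in 3A to 208 in 4A, a log2FC of 1.228 (sampling SD 0.181). PsbA (GSVIVT01016441001) went from 586 to 1594 counts (log2FC 1.243, SD 0.066), and PsbE (GSVIVT01006217001) from 24 to 66 (log2FC 1.241, SD 0.321, FDR 0.000223 from MARS). PsaD (GSVIVT01001159001) had 397.689 RPKM in 3A and 965.905 in 4A (log2FC 1.28, SD 0.015). The log2FC of PetJ (GSVIVT01012076001) was 1.018 (SD 0.118). In the other direction, PetC (GSVIVT01015713001) decreased from 540.327 to 200.619 RPKM (log2FC -1.429, SD 0.017). The stages had no replicates, and with an assumed BCV of 0.4 in edgeR's exact test the adjusted p was 0.729 for PetC and 1.0 for PsbE.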

In comparison of 3A with 4A, 5 transcripts were up-regulated (photosystem II reaction center protein B PsbB, photosystem II reaction center protein A PsbA, electron carriers, PsbE, GSVIVT01001159001 PsaD, Cytochrome C PetJ) and one is down-regulated (photosynthetic electron transfer C PetC) (Table 3).

**Table 3:** Differential expressed genes, related to Porphyrin and chlorophyll metabolism.

Gene ID	Trait	Log2FC	FDR	Leaf stage	Result
GSVIVT01030293001	ferritin 4	3.86844	1.65E-30	1Avs2A	Up
GSVIVT01019612001	NAD(P)-binding Rossmann-fold superfamily protein	-1.6132	2.64E-68	1Avs2A	Down
GSVIVT01022645001	Homeodomain-like superfamily protein	-1.2441	0.000004	1Avs2A	Down
GSVIVT01001207001	chlorophyllase 1	-1.5240	8.99E-11	1Avs2A	Down
GSVIVT01022645001	Homeodomain-like superfamily protein	-1.2441	4.83E-08	1Avs2A	Down
GSVIVT01030293001	ferritin 4	3.8684	1.65E-30	1Avs 3A	Up
GSVIVT01030294001	ferritin 2	2.4137	5.11E-07	1Avs 3A	Up
GSVIVT01025521001	Auxin-responsive family protein	-1.7239	1.12E-35	1Avs 3A	Down
GSVIVT01022645001	EXORDIUM like 2	-2.24869	1.68E-17	1Avs 3A	Down
GSVIVT01001207001	Ankyrin repeat family protein	-1.71366	2.54E-13	1Avs 3A	Down
GSVIVT01001205001	WRKY DNA-binding protein 40	-1.2013	3.55E-77	1Avs 3A	Down
GSVIVT01022645001	EXORDIUM like 2	-2.2487	1.68E-17	1Avs 3A	Down
GSVIVT01032754001	Serine/threonine-protein kinase WNK (With No Lysine)-related	1.12296	0	1Avs 3A	Up
GSVIVT01030293001	ferritin 4	3.70123	4.63E-28	1Avs 4A	Up
GSVIVT01030291001	ferritin 4	3.31173	4.33E-31	1Avs 4A	Up
GSVIVT01030294001	ferritin 2	1.76834	0.000727	1Avs 4A	
GSVIVT01007545001	Radical SAM superfamily protein	1.64335	8.86E-75	1Avs 4A	Up
GSVIVT01028900001	NAD(P)-binding Rossmann-fold superfamily protein	-1.36480	1.67E-12	1Avs 4A	Down
GSVIVT01007996001	Pyridine nucleotide-disulphide oxidoreductase family protein	1.00873	0	1Avs 4A	Up
GSVIVT01037438001	Pyridine nucleotide-disulphide oxidoreductase family protein	-1.31470	2.20E-07	1Avs 4A	Down
GSVIVT01007996001	Pyridine nucleotide-disulphide oxidoreductase family protein	1.00873	0	1Avs 4A	Up
GSVIVT01037438001	Pyridine nucleotide-disulphide oxidoreductase family protein	-1.31470	2.20E-07	1Avs 4A	Down
GSVIVT01008862001	Pheophorbide a oxygenase family protein with Rieske [2Fe-2S] domain	-1.0382	1.05E-12	1Avs 4A	Down
GSVIVT01001374001	myb-like HTH transcriptional regulator family protein	-3.52758	2.26E-16	1Avs 4A	Down
GSVIVT01001207001	chlorophyllase 1	-1.96639	1.52E-17	1Avs 4A	Down
GSVIVT01032652001	methyl esterase 17	-1.7304	2.74E-84	1Avs 4A	
GSVIVT01024667001	ferritin 2	-2.61555	0.000292	2Avs 3A	Down
GSVIVT01025521001	NAD(P)-binding Rossmann-fold superfamily protein	-1.20585	1.83E-14	2Avs 3A	Down
GSVIVT01007545001	Radical SAM superfamily protein	1.37563	6.57E-55	2Avs 4A	Up
GSVIVT01019612001	NAD(P)-binding Rossmann-fold superfamily protein	1.97464	4.89E-11	2Avs 4A	
GSVIVT01028900001	NAD(P)-binding Rossmann-fold superfamily protein	-1.97586	0	2Avs 4A	Down
GSVIVT01037438001	Pyridine nucleotide-disulphide oxidoreductase family protein	-1.69274	1.69E-12	2Avs 4A	Down
GSVIVT01010106001	NYC1-like	1.28498	1.04E-10	2Avs 4A	Up
GSVIVT01001374001	myb-like HTH transcriptional regulator family protein	-3.20441	5.98E-12	2Avs 4A	Down
GSVIVT01032652001	methyl esterase 17	-1.4846	3.64E-55	2Avs 4A	Down
GSVIVT01010106001	NYC1-like	1.28498	1.04E-10	2Avs 4A	Down
GSVIVT01015900001	Homeodomain-like superfamily protein	-1.46670	1.79E-11	2Avs 4A	Down
GSVIVT01030294001	ferritin 2	-1.32534	1.30E-05	3Avs 4A	Down
GSVIVT01019612001	NAD(P)-binding Rossmann-fold superfamily protein	2.08062	7.16E-12	3Avs 4A	Up
GSVIVT01025521001	NAD(P)-binding Rossmann-fold superfamily protein	1.22868	2.05E-16	3Avs 4A	Up
GSVIVT01028900001	NAD(P)-binding Rossmann-fold superfamily protein	-2.28338	0	3Avs 4A	Down
GSVIVT01037438001	Pyridine nucleotide-disulphide oxidoreductase family protein	-1.94636	1.37E-17	3Avs 4A	Down
GSVIVT01022645001	Homeodomain-like superfamily protein	1.31476	2.73E-05	3Avs 4A	Up
GSVIVT01010106001	NYC1-like	1.09996	1.10E-80	3Avs 4A	Up
GSVIVT01001374001	myb-like HTH transcriptional regulator family protein	-3.12037	4.53E-11	3Avs 4A	Down
GSVIVT01015900001	Homeodomain-like superfamily protein	-1.56509	2.47E-13	3Avs 4A	Down
GSVIVT01032652001	methyl esterase 17	-1.40082	3.75E-48	3Avs 4A	Down
GSVIVT01022645001	Homeodomain-like superfamily protein	1.31476	2.73E-05	3Avs 4A	Up
GSVIVT01010106001	NYC1-like	1.09996	1.10E-80	3Avs 4A	Up
GSVIVT01001374001	myb-like HTH transcriptional regulator family protein	-3.12037	4.53E-11	3Avs 4A	Down
GSVIVT01015900001	Homeodomain-like superfamily protein	-1.56509	2.47E-13	3Avs 4A	Down

Transcripts with in all developmental stages, 25 showed changed expression levels form 1.01 (GSVIVT01020661001 |log2FC| = 1.01) to 4.68 (GSVIVT01000112001, |log2FC| = 4.68) during stage 2A. 

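GSVIVT01020661001 had 713 counts in 1A and 1318 in 2A, a log2FC of 1.01 with a sampling SD of 0.065 (FDR 1.91e-52 from MARS, no replicates). GSVIVT01000112001 had 2 counts in 2A and 0 in each of the other stages, below the 3 counts taken as the smallest number the depth can show. Its log2FC, with 0.5 added to each count, was 2.446 with a sampling SD of 1.929 (FDR 0.287), so that no change was detectable at this depth. Adjusted p values from edgeR's exact test with a BCV of 0.4 were 1.0 for both transcripts.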

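In RPKM, GSVIVT01028043001 had 95.306 in 1A and 146.732 in 2A, GSVIVT01038557001 had 98.14 and 121.355, and GSVIVT01008673001 had 78.816 and 98.359. The log2FC in 1Avs2A was 0.623, 0.306 and 0.32, with sampling SDs of 0.017, 0.022 and 0.02, all under the fold-change limit of 1. In 3Avs4A, GSVIVT01008398001 rose from 37.234 to 116.45 RPKM (log2FC 1.645, SD 0.029) and GSVIVT01028152001 from 6.82 to 89.246 (log2FC 3.709, SD 0.046). Each stage is 1 sample (no replicates). With edgeR's exact test and an assumed BCV of 0.4, the adjusted p of GSVIVT01028152001 was 0.00416, and that of GSVIVT01008398001 was 0.534.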

The expression levels in 1Avs2A, GSVIVT01028043001 (117.6172085) GSVIVT01038557001 (90.85667248), GSVIVT01008673001 (82.22664817), and 3A vs 4A GSVIVT01008398001 (93.25810357), GSVIVT01028152001 (87.32409097) were observed. These were enriched during the initial leaf growth, which integrated genes that were highly up-regulated in immature leaves compared towards maturity, and is in harmony with the preliminary findings that number of genes involved in photosynthetic pathway were specifically expressed throughout developmental phase. The results indicated that with the leaf growth reduced chlorophyll content because of the chlorophyll synthesis rate is reduced at the later stages as compared to early leaf growth, which also shows that the chlorophyll signaling genes expression is lower.

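Table 3 names GSVIVT01001207001 chlorophyllase 1, an enzyme of chlorophyll degradation, in 1Avs2A and 1Avs4A. In 1Avs3A it names the same identifier an ankyrin repeat family protein, so its function is not settled here. The transcript had 12.514 RPKM in 1A, 4.351 in 2A, 3.815 in 3A and 3.202 in 4A. Its log2FC in 1Avs4A was -1.965 (sampling SD 0.069). The pheophorbide a oxygenase family transcript (GSVIVT01008862001) was 38.175 RPKM in 1A and 18.588 in 4A (log2FC -1.038, SD 0.043). Methyl esterase 17 (GSVIVT01032652001) dropped from 928 counts in 1A to 301 in 4A (log2FC -1.729, SD 0.089). NYC1-like (GSVIVT01010106001) moved the other way, from 16.773 RPKM in 3A to 35.953 in 4A (log2FC 1.099, SD 0.057), and the Radical SAM transcript (GSVIVT01007545001) from 4.224 RPKM in 1A to 13.194 in 4A (log2FC 1.642, SD 0.089). Over all 19 transcripts of Table 3, 8 increased and 11 decreased from 1A to 4A, with a median log2FC of -0.495 and no replicates. Under an assumed BCV of 0.4 in edgeR's exact test the adjusted p of GSVIVT01001207001 in 1Avs4A was 0.221, and with a BCV of 0.2 it was 6.71e-05. Chlorophyll itself was not measured in the files. The paper reads its results as a fall in chlorophyll with leaf growth because of slower synthesis, and adds that chlorophyll signaling genes are expressed less.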

In the grapevine transcriptome, 24 photosynthesis-related transcripts were identified during leaf growth stages involving in photosystem I reaction center subunit (5), photosystem II reaction center protein (12), CemA-like proton extrusion protein-related (2), photosynthetic electron transfer C (3), electron carriers (1) and Cytochrome c (1). 

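Table 4 names 19 different transcripts by identifier, and all 19 were found in the counts. In the 25 pairs of transcript and comparison listed there, 25 changes passed the FDR and fold-change limits, with 18 increases and 7 decreases (no replicates). The paper lists them as differentially expressed in these same stages, so their passing was set by the listing. Most of the pairs are comparisons with 4A, which also bears on the stage of the highest level. Of the 19 transcripts, 15 were highest in 4A, 2 in 1A and 2 in 2A, while 10 were lowest in 2A. Their levels ranged widely in 4A, from 0.0 RPKM for PetB (GSVIVT01012423001) to 1832.606 for photosystem I subunit O (GSVIVT01036077001). The number passing was 2 of 25 in edgeR's exact test with a BCV of 0.2, and 0 of 25 with 0.4.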

Among the 5 differentially expressed genes of photosystem I, PsbY, PsaG, PsaN, PasO were up-regulated and PSAN was down-regulated (Table 4). 

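The photosystem I transcripts of Table 4 were abundant, so the sampling SD of each log2FC was at most 0.016 in 2Avs4A. Between these stages PsaG (GSVIVT01014842001) rose from 762.105 to 1528.394 RPKM (log2FC 1.004), PsaN (GSVIVT01026478001) from 634.985 to 1423.245 (log2FC 1.164) and PsaO, written PasO in Table 4 (GSVIVT01036077001), from 898.61 to 1832.606 (log2FC 1.028). PsbY is listed with the identifier of PsbD (GSVIVT01029661001), whose log2FC was 1.916 (SD 0.433) on 10 and 46 counts. PSAN has the identifier of PsaN, and its log2FC in 1Avs2A was -1.003. The stages have no replicates, and with an assumed BCV of 0.4 the adjusted p from edgeR's exact test in 2Avs4A was 0.922 for PsaG, 0.793 for PsaN and 0.898 for PsaO.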

During the intentional developmental stages photosystem I showed down regulated expression, while at lateral stages significantly increased. 

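All 4 photosystem I transcripts of Table 4 were lowest in 2A and highest in 4A. All 4 are listed there for an increase in 2Avs4A, so this order was partly set by the listing. From 1A to 2A their median log2FC was -0.682, with 4 of 4 decreased. From 2A to 3A the median log2FC was 0.236, and from 3A to 4A it was 0.922, with 4 of 4 increased in both. Compared with 1A, the level in 4A was higher by a median log2FC of 0.347 (no replicates). PsaD (GSVIVT01001159001) changed most in the comparisons with 4A, with 518.985 RPKM in 1A, 324.721 in 2A, 397.689 in 3A and 965.905 in 4A. PsaN changed more than PsaD in 1Avs2A (log2FC -1.003 against -0.676), and PsaG did in 2Avs3A (0.396 against 0.292). For PsaD the assumed BCV of 0.4 raised the adjusted p of edgeR's exact test to 1.0 in 1Avs2A and 0.886 in 3Avs4A. The paper reads this course as lower expression of photosystem I at first and an increase at the later stages.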

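Table 4 holds 8 different transcripts named for photosystem II in its trait column. They include GSVIVT01022171001, which Table 4 annotates as epsilon and the paper's text calls a conserved gene of unknown function. The transcript annotated PsbE (GSVIVT01006217001) has the trait electron carriers and is not among the 8. From 1A to 4A, 7 of the 8 increased and 1 decreased, with a median log2FC of 0.926, and from 2A to 4A all 8 increased, with a median of 0.986 (no replicates). PsbO (GSVIVT01009624001) was the most abundant, with 882.995 RPKM in 1A and 1397.621 in 4A (log2FC 0.662, sampling SD 0.009). PsbC (GSVIVT01006662001) had 31 counts in 1A and 91 in 4A (log2FC 1.432, SD 0.278). The transcript that did not increase, GSVIVT01022171001, had a log2FC of -0.063, smaller than its SD of 0.079. With edgeR's TMM library sizes its log2FC was 0.034, so its direction is not settled. CemA-like PetA (GSVIVT01029875001) rose from 18 counts in 1A to 58 in 4A (log2FC 1.555, SD 0.356). A BCV of 0.4 in edgeR's exact test gave adjusted p values of 0.596 for PetA and 1.0 for PsbO in 1Avs4A. The paper reports almost all photosystem II transcripts as up-regulated against the initial stages.

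**Figure D3:**
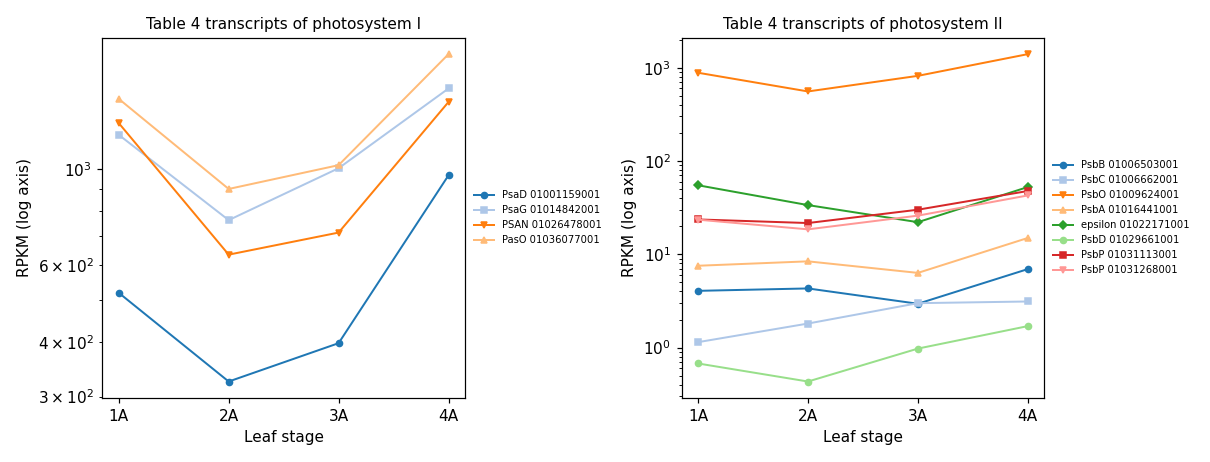
RPKM (log axis) of the Table 4 transcripts of photosystem I (left, 4 transcripts) and photosystem II (right, 8 transcripts) in the leaf stages 1A, 2A, 3A and 4A, with 1 sample per point and no replicate error. The photosystem I transcripts are all lowest in 2A and highest in 4A, and 7 of the 8 photosystem II transcripts are highest in 4A. The groups follow the trait names of Table 4, so GSVIVT01022171001 (annotated epsilon) is included and PsbE is not.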

12 differentially expressed transcripts of photosystem II reaction center proteins almost all showed upregulation as compared to initial leaf growth stages, and Cem A-like proton extrusion protein-related showed significantly up-regulated. Meanwhile photosynthetic electron transfer C was down-regulated in all developmental stages “S2 File”. 

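PetC (GSVIVT01015713001) had 670.871 RPKM in 1A, 480.092 in 2A, 540.327 in 3A and 200.619 in 4A. Its log2FC was -0.483 (sampling SD 0.013) in 1Avs2A, 0.171 (SD 0.014) in 2Avs3A and -1.429 (SD 0.017) in 3Avs4A. Against 1A it was -0.312 in 3A and -1.742 in 4A (no replicates). With an assumed BCV of 0.4 in edgeR's exact test, the adjusted p in 1Avs4A was 0.334, and with a BCV of 0.2 it was 0.0004. The paper reports PetC as down-regulated in all stages, while the log2FC of 0.171 in 2Avs3A was an increase.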

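The transcript that Table 4 names electron carriers (PsbE, GSVIVT01006217001) had 47 counts in 1A, 27 in 2A, 24 in 3A and 66 in 4A. Its log2FC was 1.241 (sampling SD 0.321) in 3Avs4A and 0.379 (SD 0.272, FDR 0.204) in 1Avs4A. Cytochrome c (PetJ, GSVIVT01012076001) had 13.938 RPKM in 1A, 7.073 in 2A, 7.949 in 3A and 16.125 in 4A, with a log2FC of 1.018 (SD 0.118) in 3Avs4A and 0.21 (SD 0.101, FDR 0.0531) in 1Avs4A. Neither has a replicate, and with an assumed BCV of 0.4 the adjusted p values in 3Avs4A were 1.0 and 1.0 in edgeR's exact test.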

Electron carriers and Cytochrome c were significantly up-regulated. We validated the developmental stages of flower, fruit and leaf and observed differentially expressed transcripts by using qRT-PCR. The results were about constant with the expression of photosynthesis and chlorophyll metabolic pathway “S3 File”.

**Table 4:** Differential expressed genes, related to photosynthesis metabolic pathway.

Gene ID	Trait	Log2FC	FDR	Leaf stage	Gene annotation	Result
GSVIVT01026478001	photosystem I reaction center subunit PSI-N, chloroplast, putative / PSI-N, putative (PSAN)	-1.00324	0	1Avs2A	PSAN	Down
GSVIVT01006662001	photosystem II reaction center protein C	0.66194	0.0821	1Avs3A and 4A	PsbC	up
GSVIVT01022171001	photosystem II reaction center protein C	-0.70627	9.70E-14	1Avs3A	epsilon	Down
GSVIVT01031113001	Photosystem II reaction center PsbP family protein	-0.12803	0.1033	1Avs 4A	PsbP	up
GSVIVT01029875001	CemA-like proton extrusion protein-related	1.58193	0.00002	1Avs 4A	PetA	Up
GSVIVT01021650001	root FNR 2	1.02786	0	1Avs 4A	PetH	Up
GSVIVT01006662001	photosystem II reaction center protein C	1.44747	6.36E-07	1Avs 4A	PsbC	up
GSVIVT01015713001	photosynthetic electron transfer C	-1.74158	0	1Avs 4A	PetC	Down
GSVIVT01029661001	photosystem II reaction center protein D	1.97122	0.00002	2A vs 4A	PsbD	Up
GSVIVT01009624001	photosystem II subunit O-2	1.32834	0	2A vs 4A	PsbO	Up
GSVIVT01031268001	Photosystem II reaction center PsbP family protein	1.20752	2.88E-79	2A vs 4A	PsbP	Up
GSVIVT01031268001	Photosystem II reaction center PsbP family protein	1.20752	2.88E-79	2A vs 4A	PsbW	Up
GSVIVT01029661001	photosystem II reaction center protein D	1.97122	2.43E-05	2A vs 4A	PsbY	Up
GSVIVT01001159001	photosystem I subunit D-2	1.57268	0	2A vs 4A	PsaD	Up
GSVIVT01014842001	photosystem I subunit G	1.0039	0	2A vs 4A	PsaG	Up
GSVIVT01026478001	photosystem I reaction center subunit PSI-N, chloroplast, putative / PSI-N, putative (PSAN)	1.1643	0	2A vs 4A	PsaN	Up
GSVIVT01036077001	photosystem I subunit O	1.02812	0	2A vs 4A	PasO	Up
GSVIVT01029875001	CemA-like proton extrusion protein-related	1.7206	1.41E-05	2A vs 4A	PetA	Up
GSVIVT01012423001				2A vs 4A	PetB	Down
GSVIVT01015713001	photosynthetic electron transfer C	-1.2588	0	A2 vs 4A	PetC	Down
GSVIVT01000982001				2A vs 4A	PetF	Down
GSVIVT01016441001	photosystem II reaction center protein A	1.2438	4.92E-78	3A vs 4A	PsbA	Up
GSVIVT01006503001	photosystem II reaction center protein B	1.2338	4.91E-11	3A vs 4A	PsbB	Up
GSVIVT01006217001	electron carriers	1.25475	0.00025	3A vs 4A	PsbE	Up
GSVIVT01001159001				3A vs 4A	PsaD	Up
GSVIVT01012076001	Cytochrome c	1.02045	5.04E-17	3A vs 4A	PetJ	Up
GSVIVT01015713001	photosynthetic electron transfer C	-1.42937	0	3A vs 4A	PetC	Down

### Genes related to secondary metabolism biosynthetic pathways

Syntheses of secondary metabolites in leaves are important part of the growth and development of plants. An analysis of leaf developmental stages specify that secondary metabolites and their pathways generally were highly up-regulated in early stages of growth, as the biosynthesis mechanism of metabolites were increased. In the present experiment, 489 secondary metabolites related genes were identified during leaf growth, which includes alkaloid (40), anthocyanins (21), Diterpenoid (144), Monoterpenoid (90) and Flavonoids (93).

Alkaloid and alkaloid compounds were significantly expressed during leaf development. In alkaloid biosynthesis pathway, 24 and 18 transcripts were up and down-regulated respectively, which includes Calcium-dependent phosphotriesterase superfamily protein having 5 up-regulated and 2 down-regulated transcripts, Tyrosine transaminase family protein having 4 up-regulated, methyl esterase 10 showed 6 up-regulated transcripts and NAD(P)-binding Rossmann-fold superfamily protein having 5 up-regulated and single transcript was down-regulated “S3 File”.

Anthocyanins, acting as powerful antioxidants, are class of flavonoid compounds, which scavenge diverse reactive oxygen species or inhibit their formation by chelating pro-oxidative metal ions [23]. In anthocyanins biosynthetic pathways, 13 and 19 transcripts, respectively up-regulated and down-regulated in respond to leaf development and accumulation of anthocyanin. During the early stages of growth, generally transcripts were up-regulated and on lateral stages they were down regulated, so it shows that the production and accumulation of anthocyanin regulating genes were highly active and most probably the biosynthesis was complete in the early stages as compared to maturity. Anthocyanins biosynthetic transcripts mainly including UDP-Glycosyl transferase super family protein having 6 up-regulated and 8 down-regulated transcripts “S3 File”.

Terpenoids play key role in pollinator attraction, plant resistance, and interaction with the surrounding environment. Cytosolic mevalonic-acid (MVA) and plastidial 2-C-methylerythritol 4-phosphate (MEP) pathway are responsible for the biosynthesis of these compounds [24]. In our study, diterpenoid biosynthesis pathway 53 and 83 genes were significantly up-regulated and down-regulated respectively, including 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein with 13 and 17 up-regulated and down-regulated transcripts respectively, cytochrome P450, family having 7 up-regulated and 18 down-regulated transcripts, terpene synthase 21 having 2 up-regulated and 5 transcripts were down-regulated on lateral stages and Terpenoid cyclases/Protein prenyltransferases superfamily protein having 6 down-regulated transcripts only. We validated the transcripts expression of differently expressed transcripts using qRT-PCR at varying growth stages of leaves, flower and fruits. The results predicted that transcripts are specific to the growth stage and have almost same expression as we observed in secondary metabolic pathway for Terpenoids, Anthocyanins, Alkaloid and alkaloid compounds.

Recently, efforts have been made to metabolically engineer monoterpene biosynthesis. Especially in Arabidopsis [25] and Tobacco [26, 27], monoterpenes were produced through the action of terpene synthase-a (TPS-a; [28] enzymes that generally use pyrophosphate as a substrate, develops from products of the deoxy xylulose-5-phosphate (DXP) pathway, dimethylallyl pyrophosphate (DMAPP) and isopentenyl pyrophosphate (IPP). The DXP synthesis pathway consist of seven different chloroplast-localised enzymes [29], for which 6 of them encoding transcripts were expressed with little differential regulation at all four developmental stages [16]. In the present study Monoterpenoid showed 18 up-regulated and 83 down-regulated transcripts, Monoterpenoid including, NAD (P)-binding Rossmann-fold superfamily protein with 4 up-regulated 18 down-regulated transcripts, terpene synthase 03 having 5 up-regulated and 17 down-regulated, terpene synthase showed 14 up-regulated and 25 down-regulated transcripts and terpene synthase-like sequence-1, 8-cineole having 2 and 7 were up and down regulated respectively (S3 File). Flavonoids based on the relatively 87 transcripts were up-regulated and 107 down-regulated transcripts, including cytochrome P450, family 82, polypeptide 4, subfamily C, having 15 up-regulated and 12 down-regulated, HXXXD-type acyl-transferase family protein 9 up-regulated and 18 down-regulated, senescence-related gene 1, 2 up-regulated and 7 down-regulated, 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein having 2 and 24 up and down-regulated transcripts were recorded respectively “S3 File”.

### Genes related to Plant hormone signal transduction pathways during leaf developmental stages

The most enrichment and significantly expressed transcripts involved in expression of hormonal signaling, which were highly enriched in 1Avs2A and 1Avs3A growth stages. This might be suggesting that generally, hormone function and signaling is controlled by metabolic networks are mostly to be activated during the initial growth stages. Moreover, since terms concerning to ribosome biogenesis, translational elongation and nucleosome assembly are enriched 72 and 118 transcripts were significantly up-regulated and down-regulated, respectively (Table 5), it was observed that additional translationally active through premature growth than afterward in the developmental phase. This could be due to the cell division with high rate of differentiation, which later reduced as growth increasingly come as regards through cell expansion and vacuolar expansion [30]. We compared these transcripts profiles with those associated with other signaling molecules and phytohormones, namely SAUR-like auxin-responsive protein family having 2 up-regulated and 7 down-regulated, phytochrome-associated protein showed 1 up-regulated and 9 transcripts were down-regulated, Auxin-responsive GH3 family protein 1 up-regulated and 4 transcripts were down-regulated, while genes associated with the Leucine-rich repeat protein kinase family protein showed 7 up-regulated and 1 down-regulated transcript, like Auxin Resistant 2, only one showed up regulation in second developmental stage and 3 were down-regulated at lateral stages (3A and 4A), UX/IAA transcriptional regulator family protein expressed 4 up-regulated and 7 down-regulated transcripts, SAUR-like auxin-responsive protein family have 5 up and 6 down regulated, myb-like HTH transcriptional regulator family protein showed 3 up-regulated and 2 down-regulated transcripts. We found that genes associated with the signaling molecules like Auxin Resistant, SAUR-like auxin-responsive protein family, UX/IAA transcriptional regulator family protein and Leucine-rich repeat protein kinase family protein were significantly down-regulated among the leaf samples and up-regulated during the growing stages (Table 5, S2 File). The expression pattern was confirmed by qRT-PCR and validated the observed transcripts at developmental stages of leaf, flower and fruit, differential expression of signal transduction transcripts using qRT-PCR (Fig 4). We confirmed that the transcript expression is extremely specific to the developmental stages of leaf; flower and fruit were consistent amongst the studied samples, which showed high expression during early stages and have lower expression at later stages in some transcripts.

**Table 5:** Information of differential expression genes related to Plant hormone signal transduction pathways at developmental stages.

Description	No. of up-regulated	No. of down-regulated	Sum
S-locus lectin protein kinase family protein	4	1	5
Leucine-rich repeat protein kinase family protein	7	1	8
cysteine-rich RLK (RECEPTOR-like protein kinase) 2	2	2	4
histidine-containing phosphotransfer factor 5	4	0	4
S-locus lectin protein kinase family protein	4	1	5
Concanavalin A-like lectin protein kinase family protein	2	1	3
indole-3-acetic acid inducible 14	0	3	3
AUX/IAA transcriptional regulator family protein	4	7	11
indole-3-acetic acid inducible 19	0	2	2
O-Glycosyl hydrolases family 17 protein	1	7	8
alpha/beta-Hydrolases superfamily protein	3	6	8
carboxyesterase 17	3	2	5
carboxyesterase 20	4	1	5
myb-like HTH transcriptional regulator family protein	3	2	5
Homeodomain-like superfamily protein	1	2	3
response regulator 11	1	1	2
Transcriptional factor B3 family protein / auxin-responsive factor AUX/IAA-related	1	0	1
Protein kinase superfamily protein	1	3	4
like AUXIN RESISTANT 2	1	2	3
Transmembrane amino acid transporter family protein	0	5	5
phytochrome-associated protein 1	0	5	5
phytochrome-associated protein 2	1	4	5
indole-3-acetic acid inducible 29	0	2	2
histidine-containing phosphotransfer factor 5	4	0	4
histidine-containing phosphotransmitter 1	4	0	4
Carbohydrate-binding X8 domain superfamily protein	0	5	5
highly ABA-induced PP2C gene 3	1	0	1
Protein phosphatase 2C family protein	1	7	8
Auxin-responsive GH3 family protein	1	3	4
CAP (Cysteine-rich secretory proteins, Antigen 5, and Pathogenesis-related 1 protein) superfamily protein	1	0	1
xyloglucan endotransglycosylase 6	0	6	6
xyloglucan endotransglucosylase/hydrolase 16	0	3	3
xyloglucan endotransglucosylase/hydrolase 24	0	2	2
indoleacetic acid-induced protein 16	0	2	2
indole-3-acetic acid 7	0	3	3
indole-3-acetic acid inducible 30	0	2	2
HPT phosphotransmitter 4	3	0	3
SAUR-like auxin-responsive protein family	11	0	11
carboxyesterase 18	1	2	3
TIP41-like family protein	2	0	2

## Discussion

Next to genetic insight, increased computing clout, for instance through improved parallelization algorithms, will likely become the limiting factor in the developmental process. Eventually, a mechanistic model for leaf growth and development should assimilate the regulatory networks that direct developmental processes and decisions of cells as they migrate in space and time from the shoot apical meristem to their final position in the leaf growth [6]. Through photosynthetic activities of the leaf provides the basis for growth and development during the entire life of plants. The development of plant leaf is dynamic mechanism, where self-determining regulatory pathways instruct component of cells at diverse developmental stages to make differentiation switches and to control the rate at which growth process is completed. When integrated over the intact cell population in the leaf, cell enlargement and ultimately size and shape are developing properties that can be evaluated to real leaves growth [6, 10]. It has been hypothesized that there are number of networks that regulates various environmental and autonomous factors, and these pathways are probably interrelated and integrated to form a regulatory networks to control leaf growth, development and senescence [31]. During initial growth (1A and 2A) phases the transcripts were significantly up-regulated, while at the next growth stages, photosynthetic activities were significantly decreased in the leaves of 3A and 4A as compared to 1A and 2A grapevine leaves. 

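Across the 19 photosynthesis transcripts of Table 4, the median log2FC was -0.483 in 1Avs2A, -0.312 in 1Avs3A, 0.662 in 1Avs4A and 1.028 in 2Avs4A. They were listed as differentially expressed, mostly in comparisons with 4A, and do not stand for photosynthesis transcripts in general. From 1A to 3A 6 transcripts increased and 13 decreased, and from 1A to 4A 15 increased and 4 decreased (no replicates). Of the 25 changes listed in Table 4, 2 passed in edgeR's exact test at a BCV of 0.2 and 0 at a BCV of 0.4. The paper states that photosynthetic activity was lower in 3A and 4A than in 1A and 2A, and refers to both transcripts and physiological processes.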

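In 4A, PsbB (GSVIVT01006503001) had 6.942 RPKM, PsbE (GSVIVT01006217001) 5.058 and PsaD (GSVIVT01001159001) 965.905, against 4.059, 3.877 and 518.985 in 1A. The log2FC in 1Avs4A was 0.771 (sampling SD 0.164), 0.379 (SD 0.272) and 0.896 (SD 0.014), respectively. PetF (GSVIVT01000982001) had 594 counts in 1A, 735 in 2A and 397 in 4A, a log2FC of -0.687 (SD 0.093) in 1Avs4A and -1.118 (SD 0.088) in 2Avs4A. PetC (GSVIVT01015713001) had a log2FC of -1.742 in 1Avs4A and -1.259 in 2Avs4A. PetB (GSVIVT01012423001) had 47 counts in 1A, 44 in 2A, 34 in 3A and 0 in 4A. Table 4 gives it no trait, and the paper's text names it an E2F-related protein. It is 1 of 60 transcripts with 0 counts in 4A alone and at least 20 in each other stage, against 5 for 3A alone. Leaves of a different plant in 4A could also give such a loss, so it cannot be read as a change of photosynthesis. None of these stages has a replicate. In edgeR's exact test with an assumed BCV of 0.4, PetB kept an adjusted p of 0.000834 in 1Avs4A, and PetC had 0.334.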

Although, PsbB, PsbE and PsaD showed upregulation during lateral growth phases, meanwhile, PetF, PetC and PetB were down-regulated compared to 1A and 2A in photosynthetic pathway. The values of photosystem II and PSI-N reflects the potential quantum efficiency and are frequently used as a responsive indicator of photosynthetic performance as same in higher plant leaves [32]. The result were consistent with previous reports that PSI was usually more stable than PSII [33]. Photosynthetic activities and chlorophyll pigmentation are greatly reduced with the days of leaves growth. In order to validate this presumption in grapevine, we investigated the photosynthetic and chlorophyll content in current study, which showed a significant decrease in chlorophyll content and photosynthetic activities from in transcriptomic level and physiological processes. Furthermore, transcriptomic data demonstrated that the leaf growth stages have significant difference and chlorophyll biosynthesis enzymatic activity of chlorophyll degradation enzymes. The decline in chlorophyll content is believed to be due to acceleration in chlorophyll II with leaf maturity and degradation of cells [34] and/or the blocking of chlorophyll synthesis [35]. This statement also supported by the finds of Fasoil et al., [5] that he pollen transcriptome was highly distinctive as was the transcriptome of the leaf undergoing senescence. During Chlorophyll metabolism and production pathway, Serine/threonine-protein kinase WNK Radical, shoot apical meristem (SAM) superfamily protein were up regulated while only two chlorophyllase I and 5 NAD(P) were significantly differentially-expressed during the initial stages, while later showed up regulation with the leaf growth. It shows that the expression of genes at the first phase of development had no specific function although with the progress in growth, genes were highly expressed. Photosystem stoichiometry regulation is a long-term feedback that involves hours to date. Transmits the excitation difference by altering the relative amounts in both photosystems [36]. The mRNA and protein accumulation were decreasing corresponded directly. Due to LSU and SSU proteins reduced speedily following, the disappearance of their corresponding transcripts, this would specify that these proteins were turned over comparatively rapidly in the chloroplasts of mesophyll cells. Although many researchers reported that the RuBPCase proteins are extremely stable with half-lives on the order of days [37, 38]. It might be promising that the constancy of these proteins in the two cell types is differentially distorted in response to developmental signals. RuBPCase may become selectively turned over in mesophyll cells or selectively stabilized in bundle sheath cells so that different amounts accumulate in the two cell types as the leaves expand and developed [37].

Flavonoids are omnipresent plant secondary metabolites that including flavonols, flavones, anthocyanins, flavandiols, condensed chalcones, tannins (or proanthocyanidins) and aurones. Flavonoids having considerable UV absorption abilities and reduction of UV radiation is the result of amalgamation and distribution within epidermal tissue [39]. In addition, it was reported that involved in many unambiguous biological processes, such as signaling, that have strict substrate specificity as well as in other different physiological activities [40, 41]. The shikimate pathway, a link central metabolism and secondary metabolism, is the only reported biosynthetic pathway for synthesis of aromatic amino acids (Try, Phe and Tyr) and the chorismate, which serve as key precursor for a wide range of secondary metabolites, such as alkaloid, phenolic and plant hormones [42, 43]. The major group of these secondary metabolites is the phenylpropanoids, whose biosynthesis is initiated by the activity of Phenylalanine ammonia lyase (PAL). PAL is the first and committed enzyme in the phenylpropanoid biosynthesis pathway; therefore, a key step in the biosynthesis of the favonoids, lignins, stilbenes and many other compounds [44]. In the present study, anthocyanins biosynthetic pathways, 13 transcripts were significantly up-regulated and 19 were significantly down-regulated. Most related genes in the anthocyanins biosynthesis, UDP-glucosyl transferase 78D2, indole-3-acetate were also significantly up-regulated in 1Avs2A and 3A,while in the 3Avs4A showed significantly down-regulated, illustrated secondary metabolites that are often associated with in respond to leaf development and accumulation of anthocyanin. Although Monoterpenoid 18 genes were significantly up-regulated and 83 were significantly down-regulated. In case of Flavonoids 87 transcripts were up-regulated and 107 were significantly down-regulated, as well as cytochrome P450, family 82, subfamily C, polypeptide 4, having 15 up-regulated and 12 down-regulated. In our study Diterpenoid biosynthesis pathway 53 and 83 genes were up-regulated and down-regulated respectively, including 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein with 13 up-regulated and 17 were down-regulated, depicting that with the leaf development and cell multiplication the rate to secondary metabolites activities and synthesis gradually decrease. The research findings suggested that production of secondary metabolites in regent may be more trigger than in Trincadeira. Furthermore, CAD down-regulation in regent proposed that phenolic composites were not polymerized into lignin; therefore, the common phenylpropanoid biosynthetic pathway leading to the growth of phenolic compounds might be more active than that of the monolignol-specific pathway [45].

Phytohormones, such as auxin, cytokines and abscisic acid (ABA) have critical role in plant leaf growth and development. Several mathematical modeling findings [46], have replicated phyllotactic prototype based on response to exchanges among auxin and PIN allocation. A number of models hypothesize that AUX1creates auxin accumulation mostly in L1laye cells, where PIN1 is primarily restricted in the protodermal (L1) layer cells and causes drainage of auxin to the bases of the shoots by inducing vascular strand segregation in L2/3layer cells of the shoot apical meristem [47]. In the recent work, 72 genes were significantly up-regulated and 118 were significantly down-regulated in hormone signaling pathway, namely SAUR-like auxin-responsive protein family having 2 up-regulated and 7 down-regulated, SAUR-like auxin-responsive protein family have 5 up and 6 down-regulated, UX/IAA transcriptional regulator family protein expressed 4 up-regulated and 7 down-regulated transcripts, myb-like HTH transcriptional regulator family protein showed 3 up-regulated and 2 down-regulated transcripts. In addition Cytokinins control cell division and a variety of metabolic and growth processes, including senescence. Abscisic acid (ABA) and cytokinin are key hormones controlling plant development. We found that genes associated with the signaling molecules like Auxin Resistant, SAUR-like auxin-responsive protein family, UX/IAA transcriptional regulator family protein and Leucine-rich repeat protein kinase family protein were significantly down-regulated among the leaf samples and up-regulated during the growing stages. AUX/IAA proteins and auxin responsive factors (ARFs) regulated genes related to the transcription of auxin-induced [48]. Our findings are more appropriate with Brenner, Romanov [49], in *Arabidopsis* model plant, where 71 up-regulated and 11 down-regulated immediate CK-response genes were reported. Initially, progenitor cells are outside the stem cell niche, they have to choose whether they will participate to the main axis or will differentiate in to lateral appendices such as leaf primordia. This decisions primarily governed by the accumulation of the plant hormone auxin its PIN-FORMED1 (PIN1) efflux transporter and its influx carrier AUXINRESISTANT (AUX1) [50]. Certainly, mutations in CK receptors and overexpression of the CK dehydrogenase gene family of Arabidopsis (AtCKX) reduce leaf area and meristem size [51], indicating a relation among the leaf size and shoot apical meristem. It appears however that the number of leaf originator cells is not an essential determinant of the ultimate leaf size.

## Conclusion

Results of present study have better defined the biosynthetic pathways of chlorophyll, photosynthesis, hormonal signaling and secondary metabolites specifically by identifying the majority of the transcripts that are involved in the biological and biochemical process and hormone signaling. The identified transcripts in this work and their functional characterization at molecular, cellular and biochemical level will be helpful to understand the biosynthetic pathway and its regulation at growth and developmental stages in higher plants. Through the use of illumine sequencing; we observed the detail transcriptional changes that occur during grape leaf development and validated the differentially expressed transcripts via qrtPCR technique.

## Supporting Information

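The S1 File lists the primers for the 10 transcripts of Fig 4, and each primer pair was searched in the coding sequences of the files. For 7 of the 10 transcripts both primers lie in the coding sequence of the listed transcript, with products of 150 to 250 nucleotides over all pairs. For the other 3 the coding sequence of the listed transcript does not hold the pair. Untranslated sequence, where the paper places its primers, was not in the files and was not searched. The pair given for expansin A1 (GSVIVT01019965001) is the pair of CYP82C4 and matches GSVIVT01009604001, at positions 62 to 293 of its coding sequence. The pair given for the NAD(P)-linked oxidoreductase (GSVIVT01021816001) matches GSVIVT01009594001, which had 2454 counts in 1A, 9001 in 2A, 10281 in 3A and 2207 in 4A, with 1 sample per stage. The pair given for phosphatidic acid phosphohydrolase 2 (GSVIVT01010567001) matches GSVIVT01010138001, with 119, 43, 18 and 15 counts. The beta-1,3-glucanase primers match GSVIVT01031544001 and also GSVIVT01031543001, so that a product can come from either transcript.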

S1 File Primers used for real time PCR analysis. (XLSX) Click here for additional data file.

S2 File Differentially expressed genes in all developmental stages (cellular component, molecular function and biological process). 

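The S2 File gives, for each comparison, the number of differentially expressed transcripts with a GO term out of all that have a term of the same ontology, beside the same numbers for the whole genome, and a corrected p-value. The part analysed here lists 606 terms for 1Avs2A, 755 for 1Avs3A, 1150 for 1Avs4A, 620 for 2Avs3A and 488 for 2Avs4A. A corrected p under 0.05 is given by the paper for 10, 23, 21, 17 and 21 of these terms. Behind these lists the counts gave 1209, 2310, 4784, 1327 and 4721 differentially expressed transcripts (no replicates). Among the terms listed by the paper for 2Avs3A, external encapsulating structure had 52 of 415 transcripts, 12.5% against 3.4% of the genome (exact hypergeometric p = 1.3e-16, BH 1.57e-13).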

(XLSX) Click here for additional data file.

S3 File KEGG Biosynthetic Pathways (Chlorophyll metabolism pathway, Plant Horomone signal Transduction and Photosynthesis Biosynthetic Pathways) and Secondary metabolic biosynthetic pathways (Indole Alkaloid Biosynthetic Pathway, Isoquinoline alkaloid biosynthesis, Anthocyanins Biosynthetic Pathway, Diterpenoid Biosynthesis, Monoterpenoid Biosynthesis, Flavonoids Biosynthesis). (XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

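Grapevine (cv. Summer Black) leaves were sequenced at 4 stages, 1A (2 weeks), 2A (5 weeks), 3A (7 weeks) and 4A (10 weeks). The paper states 3 replications per stage, and the files analysed here hold 1 sample for each. The authors filtered the raw reads to clean reads, aligned them with SOAP2 to the grapevine reference mRNA and genome, and deposited for each stage the count of reads on each transcript, without normalization, together with the coding sequence. The version of the genome annotation is not stated in the paper or its supplements, and no reference genome or annotation was used here. Transcripts are named as in the files, and their names are those of Table 3, Table 4, the S1 File or the text of the paper. Transcripts absent from a stage were given a count of 0. In each table 4 sequences ran on to a second line and were joined.

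The totals were 49891005 counts in 1A, 45772884 in 2A, 46753904 in 3A and 53699165 in 4A. At this depth the smallest level that can be shown, 3 counts, is 0.0601, 0.0655, 0.0642 and 0.0559 CPM. The share of counts of a set of transcripts is given with its 95% Wilson interval. RPKM was computed here from the deposited counts, the coding-sequence length and the total count.

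The log2 fold change is that of the later over the earlier stage, with 0.5 added to each count and the total count as library size. With 1 sample per stage edgeR's quasi-likelihood test has no residual degrees of freedom, so the main test is the one the authors used, MARS, written again in Python from its published formula. The Benjamini-Hochberg FDR was taken over transcripts with at least 1 count in either stage of a comparison, and a transcript was counted as differentially expressed at an FDR under 0.001 and an absolute log2 fold change of at least 1. The test was checked on simulated counts with 200 changed transcripts, of which it recovered 99.5% without spread between samples, 97.5% with an assumed biological coefficient of variation (BCV) of 0.2 and 88.5% with 0.4. The numbers of unchanged transcripts called were 0, 346 and 4216. The changed transcripts were drawn from those with high expected counts and were changed by more than the limit of 1. The recovery thus does not cover low counts or changes near the limit. Correlations between stages are Pearson correlations of log2(RPKM + 0.1) across transcripts.

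Alternatives tried were the exact binomial test, edgeR's exact test with an assumed BCV of 0.2 or 0.4 and Benjamini-Hochberg adjustment, edgeR's TMM library sizes, DESeq2's size factors, filters of at least 10 counts in 1 stage or at least 1 count in both, a pseudocount of 1, the FDR limit alone, and a fold-change limit of 2. Chosen after seeing the data were a count without the FDR limit and with zero counts set to 0.001, counts divided by 2, and fold changes centred within 20 bins of coding-sequence length. The transcripts named are all those that the paper names by identifier and, for each comparison, the 3 largest increases and 3 largest decreases among transcripts past the main limits with at least 100 counts in the higher stage. A further rule for members of gene families could not be applied, since the files carry no annotation. For the same reason pathway and GO membership was not computed. GO term frequencies were taken from the paper's S2 File and tested with the exact hypergeometric upper and lower tails, with the Benjamini-Hochberg adjusted p of each tail over all 3619 terms. Primers of the S1 File were searched as exact matches in the coding sequences. Near-identical transcripts were found with blastn at 95% identity over 50% of the coding sequence.

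Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and BLAST 2.17.0 were used. Left out were the qRT-PCR values, which are not in the files analysed here, and the counts of secondary metabolism and hormone transcripts, which need an annotation.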

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

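The paper discusses none of the transcripts with the largest changes, so these were flagged as signals outside the transcripts it reports, each above the 3 counts that the depth can show. All log2 fold changes that follow are differences between single samples without replicates. In 1A vs 2A the largest increases were those of GSVIVT01009273001 (6.638), GSVIVT01024756001 (4.975) and GSVIVT01030403001 (4.633), and the largest decreases those of GSVIVT01006638001 (-7.664), GSVIVT01033563001 (-5.207) and GSVIVT01027641001 (-4.883). In 1A vs 3A they were GSVIVT01000176001 (7.162), GSVIVT01009568001 (5.853) and GSVIVT01007987001 (5.089), against GSVIVT01020183001 (-9.463), GSVIVT01019660001 (-9.079) and GSVIVT01028142001 (-8.991). In 1A vs 4A they were GSVIVT01003463001 (13.727), GSVIVT01018499001 (12.953) and GSVIVT01035112001 (12.661), against GSVIVT01016456001 (-12.771), GSVIVT01035307001 (-11.594) and GSVIVT01024301001 (-11.083). In 2A vs 3A they were GSVIVT01026252001 (3.114), GSVIVT01023134001 (2.252) and GSVIVT01000176001 (2.241), against GSVIVT01030403001 (-9.669), GSVIVT01014175001 (-9.471) and GSVIVT01036171001 (-9.005). In 2A vs 4A they were GSVIVT01018560001 (12.558), GSVIVT01014620001 (12.271) and GSVIVT01003463001 (12.018), against GSVIVT01035307001 (-10.966), GSVIVT01024301001 (-10.946) and GSVIVT01032007001 (-10.855). In 3A vs 4A they were GSVIVT01003463001 (13.634), GSVIVT01018499001 (12.859) and GSVIVT01018560001 (12.588), against GSVIVT01035307001 (-11.621), GSVIVT01016456001 (-11.205) and GSVIVT01024301001 (-10.979). GSVIVT01003463001, for example, had 0 counts in 1A, 1 in 2A, 0 in 3A and 7299 in 4A, and GSVIVT01016456001 had 87692, 19293, 27747 and 13.

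Many of these changes set 4A apart from the other 3 stages. A transcript was called on in a stage alone when it had at least 100 counts there and a level at least 32-fold over the highest of the other stages, and off when it had at least 100 counts in each of the other stages and a level at least 32-fold below the lowest of them. This definition was chosen after seeing the data. In 4A alone 58 transcripts were on and 37 were off. In 1A alone 1 was on, in 2A alone 1 was on, in 3A alone none was on, and none was off in 1A, 2A or 3A alone.

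Technical explanations of the 4A set were tested. For library size, 4A ranked 4 of 4 in ascending total count, so a small library does not account for the transcripts that are off. For reads shared with a near-identical transcript, 37 of the 95 members had a transcript of at least 95% identity over at least 50% of the coding sequence, and only 1 had such a partner that changed at least 4-fold the opposite way. The median GC content of the set was 44.17%, within the range of 44.06 to 45.65% in 10000 random sets of the same size, and the median coding-sequence length was 1035, within 921 to 1296. Both medians pooled on and off transcripts, whose shifts in opposite directions could cancel, so they do not exclude a GC or length bias. RNA from another tissue or plant mixed into 4A would leave no transcript off, and 37 were off, although this says nothing about the 58 that were on. The 37 are part of the pattern itself, so this outcome was known before the test. For 4A leaves from a plant with other gene content or alleles, as in a donor variant or a mislabelled sample, the transcripts off in 4A would hold steady before 4A. Of the 37, 29 had a 3A level of at least 1A's level divided by 2, against 95% of all transcripts with at least 100 counts in each of the first 3 stages, which does not settle it. Members lay within 10 identifiers of another member in 37 of 95 cases, against a median of 8 in the random sets, of which 0 of 10000 had as many. Members were therefore closer to each other than in random sets. The test pooled on and off transcripts, so it does not show that neighbours switched the same way. Of the 95, 19 had an 80% identical transcript in the set, and these were not set apart. Identifier order stands in for position, which the files do not give. The predictions for GC content, length and near-identical transcripts were written before their tests, the others after the pattern was seen. Leaf age is the biological explanation that the design offers, and the pattern cannot be told apart from leaves of a different plant in 4A. The clustered on and off transcripts may reflect either.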

How the results depend on the processing

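The alternatives listed before the processed files arrived were run one at a time. The number of expressed transcripts was recounted with at least 1 count in both stages, at least 10 counts in either stage, or at least 1 RPKM in either. It stayed within 1.5 times its main value under each of these in all 6 comparisons. The exact binomial test, edgeR's TMM library sizes, a pseudocount of 1 and both filters on low counts kept all up- and down-regulated numbers within 1.5 times of the main ones, as did centring within 20 bins of length, which was chosen after seeing the data. DESeq2's size factors did so except for the up-regulated transcripts of 2A vs 4A, 1626 against 1082. The excess of increases in 1A vs 2A, 716 against 493, was not kept by all settings. There the up- and down-regulated numbers were 580 and 616 with TMM, 567 and 625 with DESeq2's size factors, and 593 and 595 with the length bins.

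Assuming a spread between samples lowered the counts, and with a BCV of 0.4 by the largest ratio of all settings. In the order 1A vs 2A, 1A vs 3A, 1A vs 4A, 2A vs 3A, 2A vs 4A and 3A vs 4A, edgeR's exact test with an assumed BCV of 0.2 gave 108, 126, 529, 6, 413 and 481 up-regulated and 66, 525, 1809, 371, 1860 and 1018 down-regulated transcripts. With a BCV of 0.4 it gave 0, 3, 132, 0, 100 and 108 up-regulated and 0, 31, 275, 50, 247 and 106 down-regulated. MARS has no such spread, which could explain the drop, and 1 sample per stage cannot measure it. The simulated counts under Other observations bear on a BCV of 0.4 in 4 of the comparisons.

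In numbers of transcripts the FDR limit alone shifted the counts further, upwards. It gave 5847, 5526, 5506, 2683, 4083 and 3978 up-regulated and 3099, 4640, 7646, 4183, 9080 and 7606 down-regulated transcripts, since the depth lets small fold changes pass. A fold-change limit of 2 gave 209, 162, 574, 13, 466 and 568 up-regulated and 116, 672, 1837, 544, 1900 and 1125 down-regulated. Without the FDR limit and with zero counts set to 0.001, chosen after seeing the data, the up-regulated numbers were 2031, 1564, 2304, 753, 2058 and 2382, and the down-regulated numbers were 1390, 2992, 4964, 2813, 5239 and 3727, of which those of 1A vs 4A and 2A vs 4A stayed within 1.5 times of the main ones. Counts divided by 2, also chosen after seeing the data, lowered every number, to 519, 473, 1048, 35, 862 and 925 up-regulated and 359, 1359, 3018, 936, 3109 and 1947 down-regulated transcripts. Only the 35 of 2A vs 3A lay beyond 1.5 times of the main value.

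The correlation between stages across transcripts moved from 0.9803, 0.9673, 0.9251, 0.977, 0.9305 and 0.9424 to 0.9862, 0.9749, 0.9426, 0.9858, 0.9486 and 0.959 with a pseudocount of 1 RPKM. For transcripts with at least 1 RPKM in either stage it was 0.9705, 0.9439, 0.8675, 0.9641, 0.8794 and 0.8968. The values thus depend on how low transcripts are treated. The 50 most abundant transcripts took 17.242% of the counts in 1A, 14.731% in 2A, 16.127% in 3A and 20.641% in 4A.

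For named transcripts, changes past the limits were counted in the comparisons that the paper lists, and against 1A for the S1 File. An assumed BCV of 0.2 left 15 of 42 in Table 3 and 2 of 25 in Table 4. It left 13 of 19 in the S1 File and 1 of 3 among the identifiers in the text. A BCV of 0.4 left 0 of each. For the 140 single log2 fold changes, 817 of 980 alternative rows kept their side of the limits and 163 no longer passed, of which 58 were with a BCV of 0.2, 98 with a BCV of 0.4, 3 with TMM, 3 with DESeq2's size factors and 1 with the binomial test. None changed direction.

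Depth limits the transcripts with few reads. Among those past the fold-change limit alone, 46.3% in 1A vs 2A and 46.4% in 2A vs 3A had fewer than 10 counts in both stages. The share was lower elsewhere, at 35.7% in 1A vs 3A, 24.8% in 1A vs 4A, 25.6% in 2A vs 4A and 30.7% in 3A vs 4A. The alternatives planned for pathway and GO counts (another background, TMM library sizes and an assumed BCV of 0.4) were not run, because the files carry no annotation. The replicate block was not run because each stage has 1 sample and no 2 samples of a stage can be paired. Leaving out replicates and regrouping the samples were not possible for the same reason.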

Differences from the paper's values

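The paper's text counts more up- and down-regulated transcripts than the main setting. For up-regulated transcripts it gives 2032 in 1A vs 2A against 716 here, 1566 in 1A vs 3A against 609, 2305 in 1A vs 4A against 1287, 755 in 2A vs 3A against 71, and 2384 in 3A vs 4A against 1181. For down-regulated transcripts it gives 1394 in 1A vs 2A against 493 here, 2993 in 1A vs 3A against 1701, and 2815 in 2A vs 3A against 1256. Of the alternatives set before the files arrived, the FDR limit alone, at 4183, came within 1.5 times of the paper's 2815, and no other closed any of these gaps. A count without the FDR limit and with zero counts set to 0.001, chosen after seeing the values, gave 2031, 1564, 2304, 753 and 2382 up-regulated and 1390, 2992 and 2813 down-regulated transcripts and closed all 8.

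The paper gives 1130 transcripts with an absolute log2 fold change under 1 in 2A vs 3A, and the count here was 18672. None of the alternatives closed this gap.

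Of the log2 fold changes in Table 3, 41 of 42 lay within 1 sampling SD of the values here, and in Table 4, 19 of 22 did. Both sets of values describe the same samples, so this limit is wide and a value inside it can still differ. The exception in Table 3 is ferritin 2 (GSVIVT01030294001) in 1A vs 3A, 2.4137 in the paper and 3.026 here. In Table 4 they are GSVIVT01006662001 in 1A vs 3A, 0.66194 in the paper and 1.374 here, GSVIVT01022171001 in 1A vs 3A, -0.70627 in the paper and -1.312 here, and GSVIVT01031113001 in 1A vs 4A, -0.12803 in the paper and 1.012 here. Ferritin 4 (GSVIVT01030293001) of Table 3 lay barely inside the limit in 1A vs 3A, 3.8684 in the paper and 4.173 here (SD 0.31). With zero counts set to 0.001 and no pseudocount it was 4.239, outside the limit. At that setting the value of 1A vs 2A was 3.868, which equals the paper's value at 3 decimals. Table 3 lists this value under 1A vs 2A as well. The text gives an absolute log2 fold change of 4.68 for GSVIVT01000112001, which was 2.446 here on 2 counts in 2A and 0 in 1A. With 0 counts in 1A, the value put in place of the zero sets its size. It was 1.709 with a pseudocount of 1 and 11.09 with zero counts set to 0.001, on either side of 4.68. Whether the paper's value differs can therefore not be decided for this transcript. No alternative, planned or added, brought any of the 4 differing values of Tables 3 and 4 within the error.

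Some directions and names differ as well. The paper states that PetC was down-regulated in all stages, and its log2 fold change was 0.171 in 2A vs 3A. The paper's Discussion places lower photosynthesis in 3A and 4A than in 1A and 2A, and 15 of the 19 Table 4 transcripts were highest in 4A. Table 4 lists transcripts already called changed in these stages, mostly in comparisons with 4A. Their share therefore does not describe photosynthesis transcripts in general and cannot decide the point. For 3A the directions were mixed. From 1A to 3A 13 of the 19 decreased (median log2 fold change -0.312), as in the paper, and from 2A to 3A 12 increased (median 0.171). Table 3 lists NYC1-like (GSVIVT01010106001) as down in 2A vs 4A in one of its rows, and the log2 fold change was 1.284. The text assigns a set of photosynthesis transcripts to 2A vs 3A that Table 4 lists under 2A vs 4A, and in 2A vs 3A none of those transcripts passed the limits, the largest log2 fold change being 1.132 for PsbD. The paper names PSAN and PsaN as different transcripts under 1 identifier, GSVIVT01026478001. Table 3 gives GSVIVT01001207001, GSVIVT01022645001 and GSVIVT01025521001 different names in different rows. In Fig 4, read by eye, the highest of the 4 leaf bars was at the stage with the highest count for 1 of the 10 transcripts. That transcript, GSVIVT01021816001, had only 1 to 11 counts per stage. It is not among the 7 whose coding sequence holds both primers.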

Other observations

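The counts in the paper's text were compared with counts taken without the FDR limit. With zero counts set to 0.001, 9 of the 10 up- and down-regulated counts in the text lay within 1% of these. The other is the down-regulated count of 3A vs 4A, 2737 in the paper and 3727 here. This prediction was written after the differences were seen. The numbers in the text are consistent with counts taken without the FDR limit, while the paper's Molecular function totals in Table 2 equal 49.1 to 54.1% of the transcripts past both limits.

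The 4 values in Tables 3 and 4 that differ from the main log2 fold change were compared with the 1A vs 2A values of the same transcripts, also after the differences were seen. All 4 lay within 1 sampling SD of the 1A vs 2A log2 fold change, which was 2.352 for GSVIVT01030294001, 0.655 for GSVIVT01006662001, -0.705 for GSVIVT01022171001 and -0.128 for GSVIVT01031113001. A candidate explanation is a value of 1A vs 2A listed under another comparison, and 4 of 4 values fit it.

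Between 1209 and 4784 transcripts pass the threshold with 1 sample per stage. Spread between leaves that was not measured could give such numbers. In simulated counts with an assumed BCV of 0.4, 4216 unchanged transcripts passed the threshold, more than in 4 of the 6 comparisons and fewer than the 4784 of 1A vs 4A and the 4721 of 2A vs 4A. With a BCV of 0.2, 346 unchanged transcripts passed, fewer than in any comparison. The size of the real spread was not measured. In the simulation a BCV of 0.4 gave more changes than the 1209 of 1A vs 2A and the 2310 of 1A vs 3A. It also gave more than the 1327 of 2A vs 3A and the 3531 of 3A vs 4A. Under its assumption of 1 BCV for all transcripts, 0.4 is more than these 4 numbers allow. A spread that differs between transcripts was not simulated. The simulation compared numbers and not directions, and 94.6% of the changes in 2A vs 3A were decreases. In edgeR's exact test with an assumed BCV of 0.4, 50 decreases of 2A vs 3A still passed, so the number of changes alone does not show how many come from spread.

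The log2 fold change from 1A to 2A and from 1A to 3A rose with coding-sequence length across 15556 transcripts with at least 50 counts in every stage (Spearman correlation 0.23 and 0.254, across transcripts, which are not independent replicates). If gene length bias were the cause, the relation would be present at high and low expression alike. In 1A vs 2A the correlation was 0.199 in the 25% of transcripts with the highest expression and 0.089 in the 25% with the lowest, so the relation was weaker at low expression and was not confined to one level, and gene length bias could not be told apart from an effect of leaf age.

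Among low counts, even numbers were more frequent than odd ones. In 1A, 408 transcripts had 1 count, 534 had 2, 186 had 3 and 277 had 4. Over all stages the ratio of even counts from 2 to 20 to odd counts from 1 to 19 was 1.123 (7023 against 6252, exact binomial p = 2.31e-11). Both reads of a pair counted separately would raise the even counts. The prediction, written after the pattern was seen, set no limit for the ratio, and the range of counts was chosen afterwards too, so the ratio does not decide it. If pairs were counted so, the sampling SD of MARS would be too small, which the counts divided by 2 address.

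The primers of 3 of the 10 transcripts lie in another transcript, and this was weighed against the difference between Fig 4 and the counts. Primers in another transcript would make that transcript highest at the stage of the highest bar, and of the 3 primer-matched transcripts 1 was, GSVIVT01009604001 in 3A. The same pair is listed for CYP82C4, which is GSVIVT01009604001 itself, and there the highest bar was in 2A. The match therefore goes both ways and does not decide it. The qRT-PCR leaves may also differ from the sequenced ones, which was not tested, and no biological explanation was tested.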
